# The molecular logic of Nanog-induced self-renewal in mouse embryonic stem cells

**DOI:** 10.1038/s41467-019-09041-z

**Published:** 2019-03-07

**Authors:** Victor Heurtier, Nick Owens, Inma Gonzalez, Florian Mueller, Caroline Proux, Damien Mornico, Philippe Clerc, Agnes Dubois, Pablo Navarro

## Abstract

Transcription factor networks, together with histone modifications and signalling pathways, underlie the establishment and maintenance of gene regulatory architectures associated with the molecular identity of each cell type. However, how master transcription factors individually impact the epigenomic landscape and orchestrate the behaviour of regulatory networks under different environmental constraints is only partially understood. Here, we show that the transcription factor Nanog deploys multiple distinct mechanisms to enhance embryonic stem cell self-renewal. In the presence of LIF, which fosters self-renewal, Nanog rewires the pluripotency network by promoting chromatin accessibility and binding of other pluripotency factors to thousands of enhancers. In the absence of LIF, Nanog blocks differentiation by sustaining H3K27me3, a repressive histone mark, at developmental regulators. Among those, we show that the repression of *Otx2* plays a preponderant role. Our results underscore the versatility of master transcription factors, such as Nanog, to globally influence gene regulation during developmental processes.

## Abstract (web summary)

Transcription factor (TF) networks are essential for the molecular identity of each cell type. Here, the authors show that TF Nanog utilises multiple molecular strategies to enhance embryonic stem cell self-renewal, which include regulation of chromatin accessibility in the presence of LIF or maintenance of H3K27me3 at developmental regulators in its absence.

## Introduction

Gene regulatory networks driven by master transcription factors (TFs) play pivotal roles over a large spectrum of biological processes, from adaptive cell responses^1^ to cell fate specification during development^2^. The key properties of TF networks, shared among cell types, developmental contexts and organisms^3^, are exemplified by the pluripotency network, which plays a dominant role during early mammalian embryogenesis^4^. The robustness of this network allows to capture the ex vivo of transient biological identity of the pluripotent epiblast through the derivation of self-renewing Embryonic Stem (ES) cells^5^, which have enabled identification of key TFs (e.g., Oct4, Sox2, Nanog and Esrrb). The study of processes driving the balance between ES cell self-renewal and differentiation has provided us with a canonical picture of how TF networks operate, establishing self-sustaining regulatory loops and acting together through multiple promoters and enhancers^6–9^. For instance, Oct4, without which pluripotent cells cannot be maintained^10^, acts with the TF Sox2 to recognise and bind chimeric motifs^11^ found at a large number of regulatory elements driving ES cell-specific transcription. Oct4 and Sox2 also tend to bind with other TFs, including Nanog and Esrrb, at multiple enhancers across the genome, to combinatorially coregulate a large number of targets. This simultaneous and concerted action over hundreds of common targets ensures extensive redundancy, and, therefore, robust genome-wide responses. How these TFs synergise at or compete for common regulatory elements, and how by these means they individually contribute to the network’s activity, is however not well understood. Moreover, several TFs of the pluripotency network are directly connected to cell signalling, enabling ES cells to establish appropriate responses that are instructed extrinsically. A prominent example is provided by the LIF cytokine, which promotes self-renewal by activating several pluripotency TFs such as Esrrb^12,13^. Hence, a key function of the pluripotency network is to integrate signalling cues to appropriately respond to changes in the environment, conferring the responsiveness of ES cells and their capacity to readily differentiate. In this regard, it is noteworthy that *Nanog* was first identified as a factor capable of bypassing the requirements for LIF: in the presence of ectopic Nanog expression, ES cell self-renewal is strongly enhanced and completely independent of LIF^14^. In the current model, Nanog achieves LIF-independent self-renewal by activating LIF-responsive genes, in particular *Esrrb*. Hence, the Nanog-Esrrb axis and its intersection with LIF signalling represents a major mechanism by which intrinsic and extrinsic cues fine-tune self-renewal and avoid differentiation^15^. Yet, the precise mechanisms by which Nanog, and more generally the pluripotency network, controls differentiation genes are not fully understood. It is known, however, that differentiation genes adopt a particular chromatin state known as “bivalent”^16,17^: while their promoters are enriched for H3K4me3, a mark of gene activity, they are simultaneously embedded within larger domains of H3K27me3, a repressive mark. During differentiation, this state is resolved in either H3K27 or K4me3 in a lineage-specific manner^18^. In agreement, Polycomb Group proteins triggering H3K27me3 ensure appropriate cell fate changes^19–21^. This underscores the importance of H3K27me3 as cells dismantle the pluripotency network, inhibit self-renewal and exit from pluripotency. Whether bivalent chromatin marks are governed by pluripotency TFs remains to be thoroughly addressed.

In this study, we explore the function of Nanog in mouse ES cells using inducible approaches of gain-of-function and loss-of-function. We show that Nanog drives the recruitment of Oct4, Sox2 and Esrrb at thousands of regulatory regions, from where it mainly activates transcription. At these sites, Nanog also recruits Brg1 and promotes chromatin accessibility. On the contrary, to repress transcription Nanog does not recruit these TFs; rather, it frequently inhibits Oct4 or Sox2 binding. Nanog also binds at other enhancers where it acts redundantly with other TFs. However, in the absence of LIF the action of Nanog over these regulatory elements becomes dominant, particularly to promote transcription. This results in Nanog having an expanded action in the absence of LIF. Yet, its expanded repressive activity is not associated with ES cell enhancers. Rather, Nanog is required to maintain H3K27me3 at differentiation-associated genes. This is the case of the TF Otx2, whose downregulation by Nanog leads to LIF-independent self-renewal even when Esrrb is not expressed. Hence, Nanog deploys distinct molecular means to promote self-renewal and counteract differentiation: when the network is fully operative (in the presence of LIF), Nanog rewires its activity; when it is partially dismantled (in the absence of LIF), Nanog represses differentiation genes via H3K27me3. Overall, we reveal different modes and the varied logic employed by Nanog to orchestrate the three main features associated with self-renewal: the inter-dependencies between pluripotency TFs, LIF signalling, and bivalent chromatin domains.

## Results

### Inducible CRISPR-ON ES cells to activate *Nanog* transcription

The SunTag system was developed as a versatile tool to either visualise specific molecules in live cells or to perform epigenome editing of endogenous loci when coupled to an enzymatically inert dCas9^22^. It involves the expression of diffusible antibodies (scFv) that interact with high affinity with 10 copies of the GCN4 epitope linked to an enzymatically inert Cas9 (dCas9). These scFv antibodies are fused to GFP and the potent activator VP64, such that upon expression of a gRNA targeting a given genomic region, several VP64 molecules are brought about with high efficiency and specificity. To provide increased flexibility to the system, and facilitate the generation of cell lines carrying an inducible CRISPR-ON system, we engineered a single vector expressing the two SunTag moieties under the control of a Tetracycline Responsive Element. Moreover, dCas9 is linked to BFP and HpH through P2A and IRES sequences, respectively (Supplementary Fig. 1A). Hence, upon induction of the system with Doxycycline (Dox), the cells are expected to become green, blue and Hygromycin-resistant, providing a high tractability. This vector was introduced in ES cells together with the rtTA activator: two clones (C1 and C2) showing a high percentage of green/blue cells upon Dox treatment and a strong induction of dCas9 and VP64 (Supplementary Fig. 1B, C), were selected. They both self-renew normally and differentiate in the absence of LIF; their karyotypes are also normal (Supplementary Fig. 1D). Next, we introduced to C1 and C2 a vector expressing a gRNA targeting the minimal *Nanog* promoter and validated binding of dCas9/VP64 with good specificity and inducibility (Supplementary Fig. 1E). This was accompanied by increased histone H3 acetylation around the promoter (Fig. 1a, b), as expected given the ability of VP64 to recruit histone acetyl-transferases^23^, in the context of presumably unaltered nucleosomal organisation as evaluated by total H3 analysis (Fig. 1b). Upon Dox induction, we observed efficient *Nanog* induction from 12 h of treatment onwards (Supplementary Fig. 1F, Fig. 1c), leading to an increase of Nanog protein levels (Supplementary Fig. 1C, G). We also found that the increase of *Nanog* expression was due to both stronger and more frequent transcriptional bursts (Fig. 1d and Supplementary Fig. 1H, I). Finally, we analysed the effects of Dox administration at the proximal −5 kb enhancer of *Nanog*: upon induction, we found both sense and anti-sense enhancer transcription to be increased (Fig. 1e). Whether this is due to the proximity of these two regulatory elements or to a functional influence of the promoter on the enhancer, remains to be determined. In conclusion, we have generated Dox-inducible SunTag ES cells to activate endogenous promoters and dissect the subsequent consequences.

**Fig. 1:**
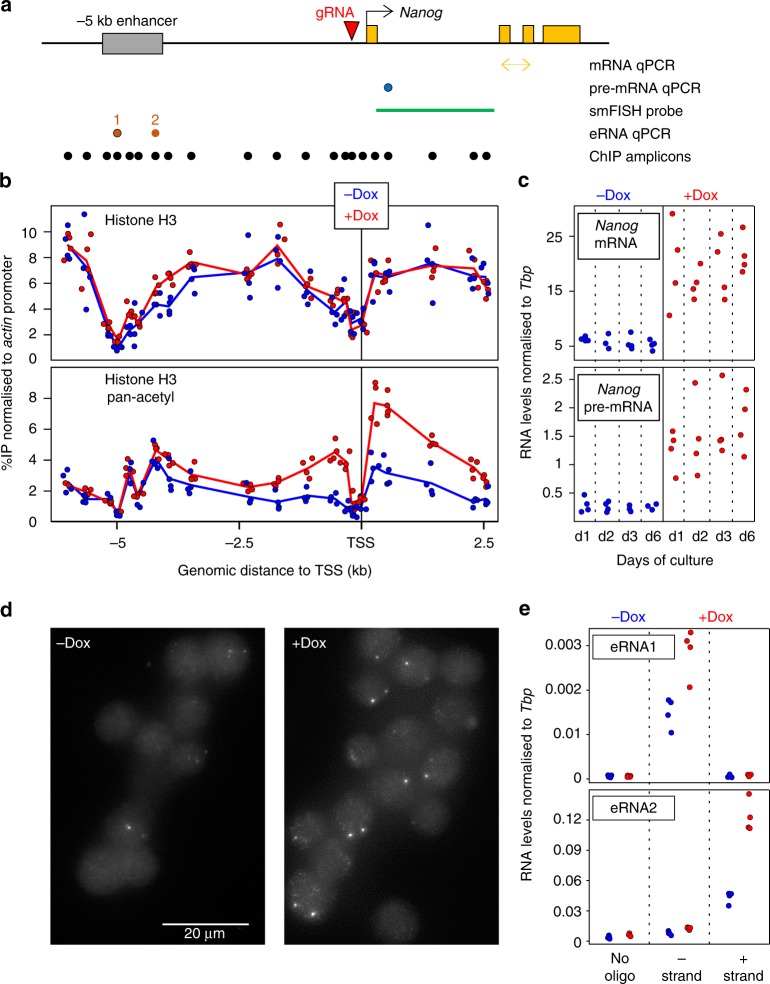
CRISPR-ON ES cells for Dox-inducible activation of endogenous Nanog. **a** Schematic representation of the *Nanog* locus (black arrow: promoter; yellow boxes: exons; grey box: Nanog enhancer; red arrowhead: gRNA). Below, the position of the amplicons and probe used for the assays indicated on the right is shown. **b** ChIP across the Nanog locus monitoring total histone H3 (top) and pan-acetyl H3 (bottom) in the absence (blue) and after 72 h of Dox treatment (red). Each dot represents normalised %IP measured in individual replicates and lines the averages. **c** Normalised levels of *Nanog* mRNA (top) and pre-mRNA (bottom) after the indicated number of days in the absence (blue) and the presence (red) of Dox. Each dot represents measurements in individual replicates as in **b**. **d** Representative smFISH image using intronic *Nanog* probes before and after 72 h of Dox induction. **e** Normalised levels of eRNA production from the −5 kb enhancer presented as in **c**. In all panels, *n* = 4; 2 with each independent SunTag clone

### Definition of Nanog responsive genes

Upon Dox induction of *Nanog* in our SunTag cells we observed a 2-fold increase of Nanog binding to a panel of regulatory elements displaying a wide range of enrichment levels (Fig. 2a). This suggests that Dox induction may lead to functional consequences. However, the two main targets of Nanog that have been previously identified, *Esrrb* and *Klf4*^15^, showed minimal variation in expression levels, if any, over the course of 6 days of endogenous *Nanog* induction (Fig. 2b). Prompted by this unexpected observation, we performed RNA-seq to comprehensively study the global response to Dox treatment. 

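RNA was sequenced from SunTag cells carrying the Nanog guide RNA, grown in LIF (10 ng/mL) with or without Dox (1 µg/mL) for 72 h. SunTag is a CRISPR activator that Dox switches on and that a guide RNA brings to a chosen promoter, here the endogenous Nanog promoter. There were 3 libraries without Dox (C1-1, C2-1 and C2-2, named by SunTag clone and replicate) and 2 with Dox (C1-1 and C2-1). The authors aligned the reads to mm9 with STAR, estimated the number of reads of each gene with RSEM and rounded these estimated counts to whole numbers. They also deposited the counts divided by a DESeq2 size factor for each library, referred to here as normalised counts. The counts summed to between 10937367 and 24306046 per library without Dox, and to between 16855061 and 30457669 with Dox. Cells with and without Dox were compared with edgeR's quasi-likelihood test after TMM normalisation, without a term for the clone. The test covered the 14934 genes with at least 10 normalised counts in every library of at least 1 condition, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called responsive. DESeq2's Wald test, which the paper's methods name, was run beside it.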

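Nanog (ENSMUSG00000012396, chromosome 6 of mm9, 122657507 to 122664651), the targeted gene, had 24924 ± 4013 normalised counts (SD, n = 3) without Dox and 84519 ± 13143 (SD, n = 2) with Dox. Both libraries with Dox lay above the 3 without, and the log2 fold change was 1.76 (standard error 0.24, adjusted p = 0.256 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An exact permutation test of 3 libraries against 2 cannot give a p-value under 0.1. Esrrb (ENSMUSG00000021255, chromosome 12, 87702067 to 87862578) had 18449 ± 3293 normalised counts without Dox and 20197 ± 1532 with Dox, a log2 fold change of 0.13 (standard error 0.23, adjusted p = 0.914). Klf4 (ENSMUSG00000003032, chromosome 4, 55540013 to 55545347) had 3967 ± 448 and 3923 ± 152 normalised counts, a log2 fold change of −0.01 (standard error 0.22, adjusted p = 0.993). The differences of Esrrb and Klf4 were smaller than the spread between replicates, and the log2 fold change of Klf4 was 0.02 when the clone was a block. No gene reached an adjusted p-value under 0.05 in edgeR, and 1137 genes had an unadjusted p-value under 0.05, against 747 that chance would give. With the clone as a replicate block the number of responsive genes was again 0, with 1512 genes at an unadjusted p-value under 0.05. Same-clone libraries with and without Dox had a mean correlation of 0.12 across genes in their deviations from the group means. Libraries of different clones had one of −0.12, which follows from the first value with 2 libraries in Dox. DESeq2's Wald test on the same counts called 163 genes, 100 higher and 63 lower with Dox, Nanog included and Esrrb and Klf4 not included.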

We found a small number (163) of transcripts that were either upregulated or downregulated (Fig. 2c top); neither *Klf4* nor *Esrrb* were among the induced genes (Source Data, sheet 1; and Supplementary Fig. 2A, B). Nevertheless, the vast majority of genes that have been previously identified as responding to Nanog levels^15,24^, do exhibit the appropriate expression changes in our SunTag cells (Supplementary Fig. 2C). To further validate our list of Nanog-responsive genes, we performed a complementary analysis using previously established *Nanog*-null cells (44iN) expressing a Dox-inducible *Nanog* transgene^15^. The cells were grown in the continuous presence of Dox, which was then removed for 24 h leading to a nearly complete loss of *Nanog* expression (Fig. 2c bottom). 

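44iN are Nanog-null ES cells that carry a Dox-inducible Nanog transgene. The RNA-seq of these cells comprised 2 libraries in Dox (1 µg/mL) and 2 libraries 24 h after its removal, all in LIF. Their estimated counts, made by the authors as for the SunTag libraries, summed to between 19260874 and 37974444 per library with Dox and to between 12624297 and 17425410 without. The 14376 genes that passed the same filter were compared without a term for the replicate number, in a model of these 4 libraries alone. Nanog had 15880 ± 3555 normalised counts (SD, n = 2) with Dox and 722 ± 24.0 (SD, n = 2) after removal. Its log2 fold change was 4.56 (standard error 0.30, adjusted p = 0.0902 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed the threshold of 0.05 in DESeq2 (adjusted p = 5.09e-40). With 2 libraries against 2 an exact permutation test cannot reach p under 0.05.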

The number of responsive genes observed with this strategy was also small (141; Fig. 2c and Source Data, sheet 1); they intersected with excellent statistical significance with the genes identified in the SunTag cells (Fisher *p* < 1e-53). Moreover, we found the expression of genes significantly regulated in only one system, to nevertheless display highly coherent expression changes in the other system (Fig. 2d). Hence, to improve statistical power and expand on Nanog targets we combined the SunTag and 44iN datasets to test for those genes with coherent Nanog response across both systems (Fig. 2e and Supplementary Fig. 2D). 

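In 44iN cells edgeR gave 0 genes with an adjusted p-value under 0.05, and 1023 genes had an unadjusted p-value under 0.05, where chance would give 719. The number depended most on the pairing of the libraries. With the replicate number as a block, 1912 genes were called, 1279 higher and 633 lower with Dox. Same-numbered 44iN libraries with and without Dox correlated across genes, with a mean r of 0.56. Differently numbered ones had a mean r of −0.56, which follows from the first value with n = 2 per group and is no separate observation. The block also leaves few degrees of freedom to estimate the spread between replicates. DESeq2 without the block called 141 genes, 113 higher and 28 lower. Otx2 had 1574 ± 275 normalised counts (SD, n = 2) without Dox and 194 ± 33.2 with Dox (adjusted p = 0.156 in edgeR), and Prdm14 268 ± 22.6 and 783 ± 27.2 (adjusted p = 0.256). Over the 13668 genes tested in both systems, 980 had an unadjusted p-value under 0.05 in SunTag cells and 915 in 44iN cells. Of these, 321 were shared (odds ratio 9.92), and 308 of the 321 changed in the same direction. Among the genes called by DESeq2, 44 were shared (odds ratio 56.4, p = 4.05e-53 by Fisher's exact test, two-sided) and all 44 changed in the same direction. Genes are not independent replicates, so these overlaps describe the libraries.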

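Across the 13668 genes, the log2 fold changes of SunTag and 44iN cells had a Pearson correlation of 0.40 in edgeR's fits. The genes are not independent replicates, so no p-value is attached. As edgeR called no gene in either system, the direction of genes called in a single system was counted in DESeq2's fits. Of the 115 genes called in SunTag cells and not in 44iN cells, 103 (89.6%) had the same direction in 44iN cells. Of the 91 genes called in 44iN cells alone, 74 (81.3%) had the same direction in SunTag cells. With the replicate number as a block, edgeR called 1808 genes in 44iN cells alone, of which 1460 (80.8%) had the same direction in SunTag cells.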

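The 5 SunTag and 4 44iN libraries were fitted together with a term for the cell system, and the Dox effect and its difference between the systems were tested jointly. Of the 15642 genes tested, 48 had an adjusted p-value under 0.05 in edgeR, 42 higher and 6 lower with Nanog, and 1295 had an unadjusted p-value under 0.05. Among the called genes with a mean of at least 100 normalised counts in the higher group and no overlap between the groups, Hoxa13 had log2 fold changes of 4.74 in SunTag cells and 5.65 in 44iN cells (adjusted p = 0.00692 from the joint test in edgeR). The largest decreases among such genes were those of Otx2, with log2 fold changes of −1.72 and −2.93 (adjusted p = 0.0152), of Pdgfc (−2.53 and −1.89, adjusted p = 0.0366) and of Gm10664 (−1.24 and −2.19, adjusted p = 0.0366). Gm15053 and Evx1 were also called and had no count in 44iN cells without Dox, so no fold is given for them. No gene differed in its Dox response between the systems at an adjusted p-value under 0.05, and 514 genes did at an unadjusted p-value under 0.05, fewer than the 782 that chance would give. With the clone and the replicate number as blocks, 153 genes were called jointly, all 48 among them (same-numbered 44iN libraries had a mean r of 0.56 and same-clone SunTag libraries one of 0.12), and the response of 2 genes differed between the systems, Nanog and Gm12366, which are named here after their values were seen. No filter on low counts moved the number most, to 615 genes, and DESeq2's likelihood ratio test called 410 genes, the 48 included.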

Combining with those genes already identified, this resulted in 457 genes, which generally display extremes of expression differences between Dox-treated SunTag (high *Nanog*) and untreated 44iN cells (low/absent *Nanog*; Fig. 2e and Supplementary Fig. 2D); they globally behave in a concordant way when long-term *Nanog*-null cells are compared to wild-type cells (Supplementary Fig. 2D), or when their expression is analysed in published data sets (Supplementary Fig. 2E). 

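As neither system alone had a called gene in edgeR without a replicate block, the genes called in any of the 3 tests were the 48 of the joint test. All 48 changed in the same direction in both systems, and their log2 fold changes in SunTag and 44iN cells had a correlation of 0.80 across genes. In DESeq2 the 3 tests together gave 447 genes, 284 higher and 163 lower, and the joint test called 149 of the 163 SunTag genes and 118 of the 141 44iN genes. With a replicate block in edgeR, where same-numbered 44iN libraries had a mean r of 0.56 across genes, the 3 tests together gave 1923 genes, 1281 higher and 642 lower, of which 1912 were called in 44iN cells alone and 153 in the joint test. Long-term Nanog-null cells (44iN without Dox, 2 libraries of 47233398 and 67060119 counts) were compared with wild-type Tg2a cells in serum and LIF (3 libraries, 48926321 to 92244655 counts) in a separate model. Nanog had 252 ± 33.6 normalised counts (SD, n = 2) in the Nanog-null cells and 19714 ± 474 (SD, n = 3) in the wild-type cells. There 1286 genes had an adjusted p-value under 0.05 in edgeR, 501 higher and 785 lower in Nanog-null cells. Of the 37 joint genes tested in this comparison, 32 (86.5%) changed in the direction opposite to their response to Nanog, against 59.9% of all genes tested, and the correlation across the 37 genes was −0.53. Of the 407 DESeq2 genes tested there, 323 (79.4%) did. The paper takes the genes called in either system or in the joint test as responsive to Nanog, and states that they behave concordantly in long-term Nanog-null cells.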

Genes activated by Nanog are enriched in regulators of stem cell maintenance (FDR < 2.99e−16), while repressed genes are enriched in differentiation processes such as nervous system development (FDR < 6.89e−10).

**Fig. 2:**
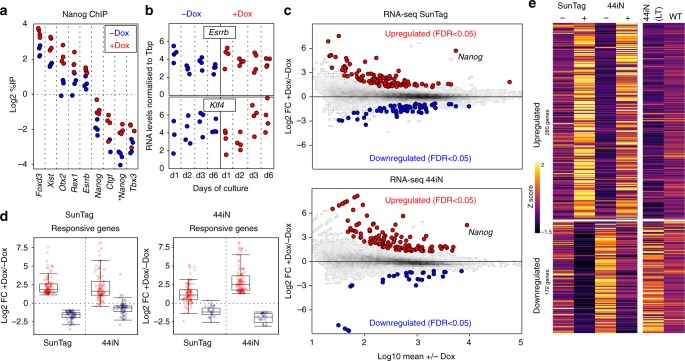
Identification of Nanog-responsive genes. **a** ChIP analysis of Nanog binding across a set of targets, as indicated on the *X*-axis. Each dot represents measurements in individual replicates (*n* = 4; 2 for each independent SunTag clone). **b** Normalised levels of *Esrrb* (top) and *Klf4* (bottom) mRNA after the indicated number of days in the absence/presence of Dox. Each dot represents measurements in individual replicates as in **a**. **c** MA Plots displaying log2 fold changes as indicated on the *Y*-axis as a function of average expression. RNA-seq was performed in both SunTag (72 h Dox induction) and 44iN cells (24 h Dox withdrawal). Red and blue represent differentially expressed genes (FDR < 0.05). **d** Boxplot of the log2 fold change for the genes identified in **c** as upregulated (red) or downregulated (blue) by Nanog, in either SunTag (left) or 44iN cells (right), measured in both inducible systems as indicated on the *X*-axis. For each boxplot, the central line represents the median, the limits the lower/upper quartiles, and the whiskers the most extreme data-point within 1.5 times the interquartile range in excess of the lower and upper quartile. **e** Heat map representing gene expression z-scores of all transcripts identified by combining SunTag (FDR < 0.05), 44iN (FDR < 0.05) and SunTag/44iN likelihood ratio test (FDR < 0.05) datasets

### Nanog rewires the pluripotency network to control its targets

Having established a list of Nanog-responsive genes, we aimed at exploring the mechanisms by which Nanog influences their expression, focusing on a potential role of Nanog in modulating binding of other regulators such as pluripotency TFs (Oct4, Sox2 and Esrrb) and the chromatin remodeller Brg1 that is functionally associated with self-renewal^25,26^. To do this, we first established a list of 27,782 regulatory elements bound by Nanog using six data sets derived from four independent published studies (Source Data, sheet 2) and used 44iN cells to address how Nanog impacts TF binding and chromatin accessibility at these sites. We noticed that at some Nanog binding regions, Esrrb, Oct4, Sox2, and Brg1, display a strong reduction of binding and decreased chromatin accessibility, after 24 h of Dox withdrawal (Fig. 3a). This observation can be generalised to a large proportion of regions and is particularly prominent in the case of Esrrb (Fig. 3b). We then divided Nanog binding regions in two major groups (Fig. 3b and Supplementary Fig. 3), based on the presence of other TFs (regions of co-binding) or not (Nanog-solo regions). In Nanog-solo regions, which display lower levels of Nanog binding, the chromatin is less accessible irrespective of Nanog (Fig. 3b and Supplementary Fig. 3), indicating that additional factors may be recruited. Strikingly, when we computed the number of Nanog-responsive genes as a function of the distance to Nanog binding regions, we observed that the both activated and downregulated genes are particularly enriched in the vicinity of co-binding regions and not of Nanog-solos (Fig. 3c). Moreover, while activated genes tend to be located distally (within 10 to 100 kb), downregulated genes also show a significant enrichment over closer distances (<10 kb). To further explore the relationships between Nanog and other TFs, we used k-means clustering to identify 8 subgroups of Nanog binding sites (Fig. 3d and Supplementary Fig. 3). In the first 4 clusters, the depletion of Nanog leads to an acute loss of TF binding; collectively these regions are strongly associated with the activation of Nanog targets (Fig. 3c). In contrast, clusters 5–8 are significantly associated with genes repressed by Nanog and the effects of its depletion are more nuanced (Fig. 3c, d). More specifically, clusters 1 to 3 display a nearly total loss of TF binding in the absence of Nanog, along with a marked decrease in chromatin accessibility (Fig. 3d and Supplementary Fig. 3). These 3 clusters, in particular clusters 1 and 2, are associated with genes activated by Nanog (Fig. 3c). At cluster 4, however, chromatin accessibility shows minimal variations and, while very strong Oct4 binding is nearly completely lost upon Nanog depletion, Sox2 is not affected. Since Brg1 is particularly low across this cluster, Sox2 may recruit other chromatin remodellers to render the chromatin accessible at these regions, in a Nanog-independent manner. Accordingly, the correlation with Nanog-responsive genes of cluster 4 is weaker (Fig. 3c). Overall, at more than 6000 regions (clusters 1 to 3), Nanog plays a chief role in establishing functional and accessible regulatory regions capable of recruiting different combinations of TFs to activate its targets. Conversely, at clusters 5 to 8, the effects of the loss of Nanog are rather small both at the level of TF binding and of chromatin accessibility (Fig. 3d and Supplementary Fig. 3). This suggests that Nanog-mediated repression uses radically different mechanisms, which are not based on the increased recruitment of Esrrb, Oct4 and Sox2. Rather, clusters 7 and 8 display increased Oct4 and Sox2 binding in the absence of Nanog, respectively, suggesting that Nanog downregulates the genes functionally linked to these two clusters by blocking Oct4 or Sox2 recruitment (Fig. 3d and Supplementary Fig. 3). At other enhancers associated with genes repressed by Nanog, showing no alteration of Oct4 and Sox2 occupancy (clusters 5 and 6), Nanog may block the otherwise activatory function of other TFs. In conclusion, Nanog wires the pluripotency network by fostering TF recruitment and chromatin accessibility at distal regulatory elements to act as an activator, and uses different mechanisms, including the impairment of Oct4/Sox2 recruitment, both at promoter–proximal and distal regulatory elements of the genes it represses.

**Fig. 3:**
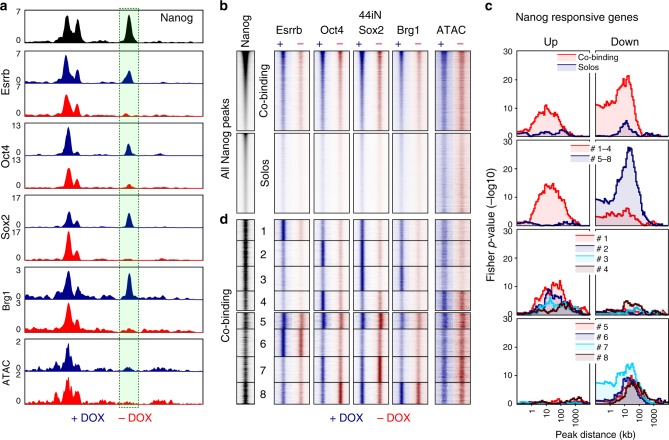
Nanog rewires the pluripotency network. **a** Representative enrichment profiles (reads per million) of the indicated TFs (ChIP-seq) and chromatin accessibility (ATAC-seq) across an 8 kb-long genomic region (mm9: chr10:33,952,000–33,960,000). In black, average signal from 6 publicly available Nanog datasets. In blue and red, average signal of 44iN cells cultured in the presence or absence of Dox, respectively. The peak highlighted by a green box shows reduced signal in the absence of Dox; note an upstream peak displays increased Sox2 binding. **b** Heat map of average enrichment levels in each indicated condition (+/−Dox) across 0.5 kb centred on the Nanog peak summit at all Nanog sites (27,782), ranked from high to low Nanog. The regions were split in two groups depending on the presence (co-binding) or absence (Solos) of other TFs. **c** Plots displaying the -log10 Fisher *p*-value (*Y*-axis) of the enrichment of genes upregulated (left) or downregulated (right), at a given distance (*X*-axis) from specific groups of Nanog binding sites identified in **b, d**, as indicated in the colour-coded insets. **d** Heat map corresponding to 8 clusters identified on the basis of TF co-binding and the effects of Dox withdrawal, presented as in **b** without ranking for Nanog binding levels

### Nanog-SunTag cells display LIF-independent self-renewal

The strong influence of Nanog on the efficiency of self-renewal has been proposed to be largely mediated by Esrrb^15^. Therefore, we were not expecting our SunTag cells endogenously activating *Nanog* to exhibit increased self-renewal capacity, given that *Esrrb* and other genes involved in self-renewal, such as *Klf4*^12^, are not strongly induced (Fig. 2b). To test this, we initially plated our SunTag lines at clonal density together with the parental controls lacking the *Nanog* gRNA, and cultured them in the presence or absence of Dox for 6 days (Fig. 4a). In the presence of LIF, we could not observe any major change in the efficiency of self-renewal. In contrast, in the absence of LIF, when virtually all the colonies display complete or partial signs of differentiation in all controls, cells with enhanced endogenous *Nanog* expression generated a substantial proportion of undifferentiated colonies (Fig. 4a, b). To further validate that these cells are bona-fide ES cells, we harvested them at the end of the clonal assay and performed two complementary assays. First, we re-plated them in 2i medium lacking serum^27^, where only truly undifferentiated cells proliferate: both clones gave rise to typical spherical and undifferentiated colonies (Fig. 4c). Second, we re-plated them at clonal density in the absence of LIF and the presence/absence of Dox: only in the presence of Dox we did recover undifferentiated colonies; in the absence, all the cells differentiated (see below). This demonstrates that the exposure to Dox does not alter the differentiation capacity of our cell lines upon its withdrawal. We conclude, therefore, that Dox-induction of *Nanog* confers to our SunTag lines and the ability to self-renew in the absence of LIF, a definitive proof of the efficiency of our CRISPR-ON strategy to study Nanog function. Strikingly, LIF-independent self-renewal was attained in the absence of any apparent induction of *Klf4* and *Esrrb* mRNAs (Supplementary Fig. 4A) or proteins (Fig. 4d). Therefore, to explore both the magnitude of the differentiation blockade at the molecular level, and to identify potential Klf4/Esrrb-independent mechanisms underlying Nanog-mediated self-renewal, we performed transcriptomic analyses. 

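Nanog SunTag cells were cultured for 3 days without LIF, with or without Dox (1 µg/mL), and sequenced in 3 libraries per condition. Without Dox these were C1-1, C1-2 and C2-1, with 23334968 to 35412131 estimated counts per library. With Dox they were C2-2 and a pair of clone C1 that share a replicate number (C1-1 and C1-1b), with 33009328 to 70450383 counts. These are the names in the sample titles. The columns of the count table number the same libraries as 3 pairs without and with Dox, 2 of clone C1 and 1 of clone C2. They were fitted together with the 5 libraries grown in LIF, in a model with terms for LIF, Dox and their interaction and no term for the clone, as in the paper's methods but in edgeR. From it came the effect of LIF withdrawal without Dox, the effect of Dox with and without LIF, and the difference between these Dox effects. The test covered 15624 genes. All effects of this model share the estimate of the spread between replicates.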

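After LIF withdrawal without Dox, 6481 of the 15624 genes had an adjusted p-value under 0.05 in edgeR, 3151 higher and 3330 lower. The median log2 fold change was 1.27 in the genes that rose and −1.33 in the genes that fell. Among the genes chosen by the size of their change, Serpinb1a had 169 ± 11.6 normalised counts (SD, n = 3) in LIF and at most 1 count per library without it, and Gm7325 fell from 1377 ± 307 to 6.75 ± 4.8, a log2 fold change of −7.72 (standard error 0.49, adjusted p = 1.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm6395 fell from 114 ± 145 to a listed count of 0. By the same choice among the genes that rose, Pde4b, Fgf5 and Pcdh18 went from at most 5 counts per library in LIF to 121 ± 50.0, 2531 ± 25.0 and 243 ± 53.2 normalised counts. With the clone as a replicate block 7239 genes were called, 6294 of the 6481 among them, and same-clone libraries with and without LIF had a mean correlation of 0.21 across genes. DESeq2 called 7107 genes, and the 6 libraries without Dox on their own gave 5716.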

In control cells that were not stimulated by Dox, a large number of genes responded to LIF withdrawal (>5000) and exhibited important quantitative differences (Supplementary Fig. 4B, C, D). In the presence of Dox, the magnitude of the expression changes of these LIF-responsive genes was globally diminished (Supplementary Fig. 4B), even though the vast majority of pluripotency genes remained strongly downregulated (Supplementary Fig. 4C, D). 

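Over the genes that responded to LIF withdrawal in the absence of Dox, the effect of LIF withdrawal in the presence of Dox was smaller for 72.7% of genes. Its median was 0.93 for the genes that rose and −0.85 for the genes that fell. Among the pluripotency genes, Tfcp2l1 (chromosome 1, 120524522 to 120581744) had 10895 ± 1793 normalised counts (SD, n = 3) in LIF, 383 ± 104 (n = 3) without LIF and 1722 ± 264 (n = 3) without LIF in the presence of Dox. Zfp42 had 21215 ± 2247, 1296 ± 334 and 10954 ± 1074, Tbx3 4973 ± 831, 128 ± 73.8 and 780.5 ± 191, and Prdm14 870.4 ± 101, 43.2 ± 24.5 and 402 ± 144 in the same conditions. Klf5 was at 2921 ± 737, 556 ± 53.9 and 3558 ± 492, and Tet2 at 6105 ± 2227, 733 ± 314 and 5464 ± 1244. Pou5f1 changed less on LIF withdrawal, with a log2 fold change of −0.58 (standard error 0.20, adjusted p = 0.0395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 4 of the 11 fits that each left out a replicate, and not with the clone as a block (adjusted p = 0.0549 in edgeR, mean same-clone r of 0.21).

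**Figure D1:**
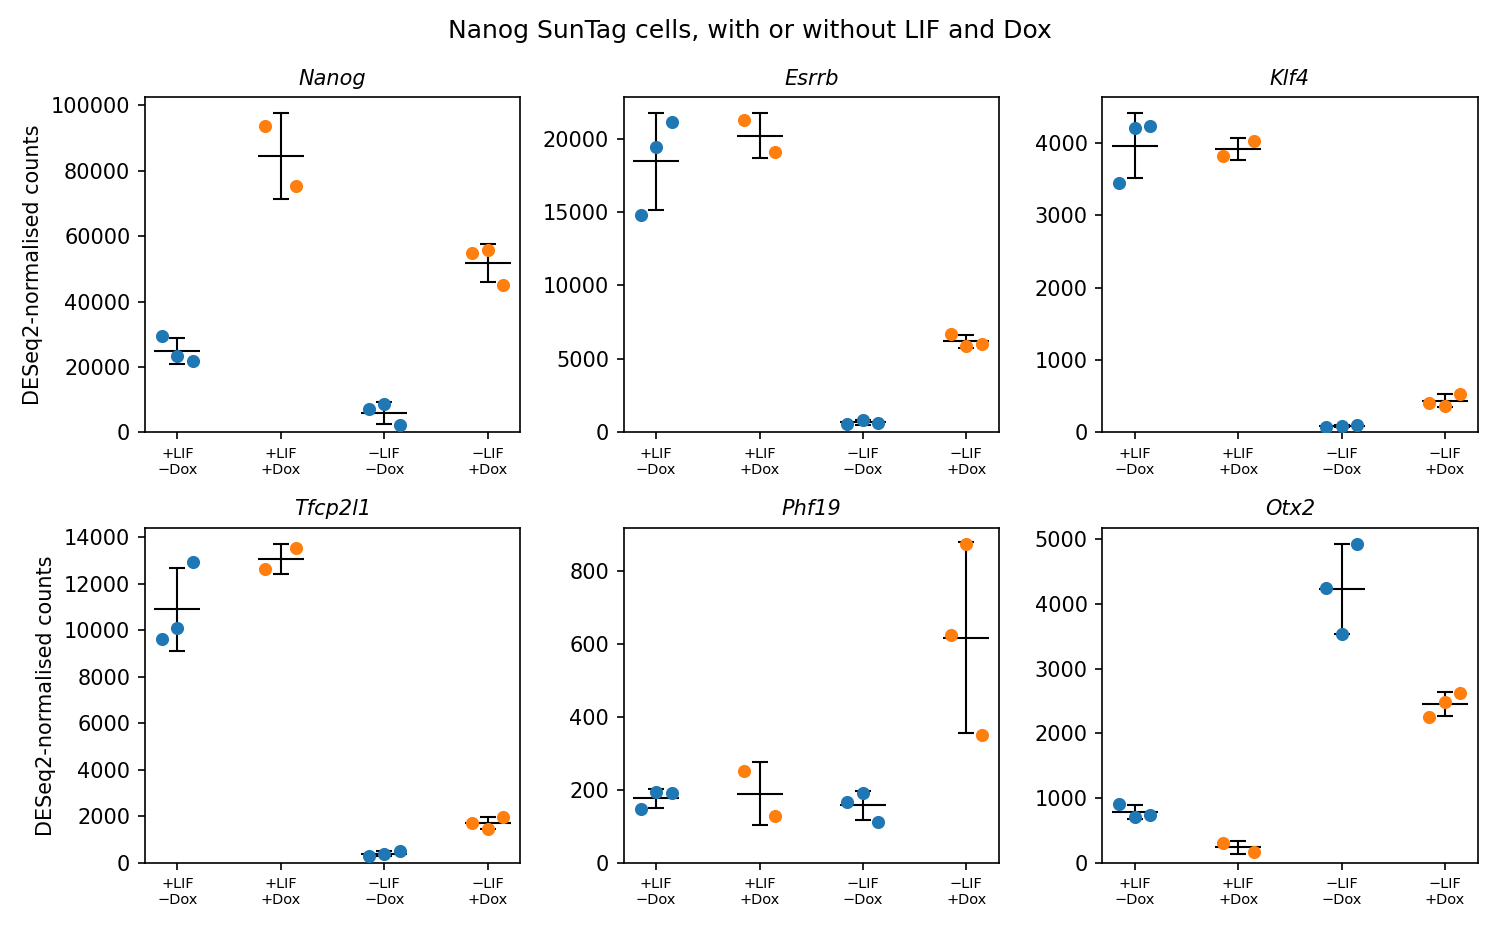
DESeq2-normalised counts of 6 genes in each library of Nanog SunTag cells with or without LIF and Dox (blue without Dox, orange with Dox), with the mean and SD of each condition. Every library without LIF in the presence of Dox lies above every library without LIF or Dox for Nanog, Esrrb, Klf4, Tfcp2l1 and Phf19, and below them for Otx2.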

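A gene was counted as rescued when it responded to LIF withdrawal and its response to Dox without LIF had an adjusted p-value under 0.05 and the opposite sign. In edgeR 696 of the 6481 LIF-responsive genes (10.7%) were rescued. They were 473 of the 3330 genes that fell (14.2%) and 223 of the 3151 genes that rose (7.08%). Of the LIF-responsive genes that responded to Dox, 98.4% did so against the effect of LIF withdrawal and 11 genes in the same direction. A further 9022 genes of those tested responded to neither LIF nor Dox. DESeq2 gave 17.7%, with 697 rescued genes among those that fell and 562 among those that rose. With the clone as a block the share was 16.2% (1170 of 7239 genes), and same-clone libraries without LIF had a mean correlation of 0.21, against −0.26 for libraries of different clones. The −LIF −Dox libraries enter both effects. When the LIF-responsive genes were chosen in the separate Nanog/Otx2 SunTag libraries, 707 of 7551 genes (9.36%) were rescued.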

In fact, not all genes that respond to LIF withdrawal were rescued by *Nanog* induction to the same extent, with only around 20% being efficiently rescued (Fig. 4e, Supplementary Fig. 4E and Source Data, sheet 1). This argues against the idea that the presence of substantial numbers of undifferentiated cells may explain all the expression changes measured upon Dox induction in the absence of LIF.

**Fig. 4:**
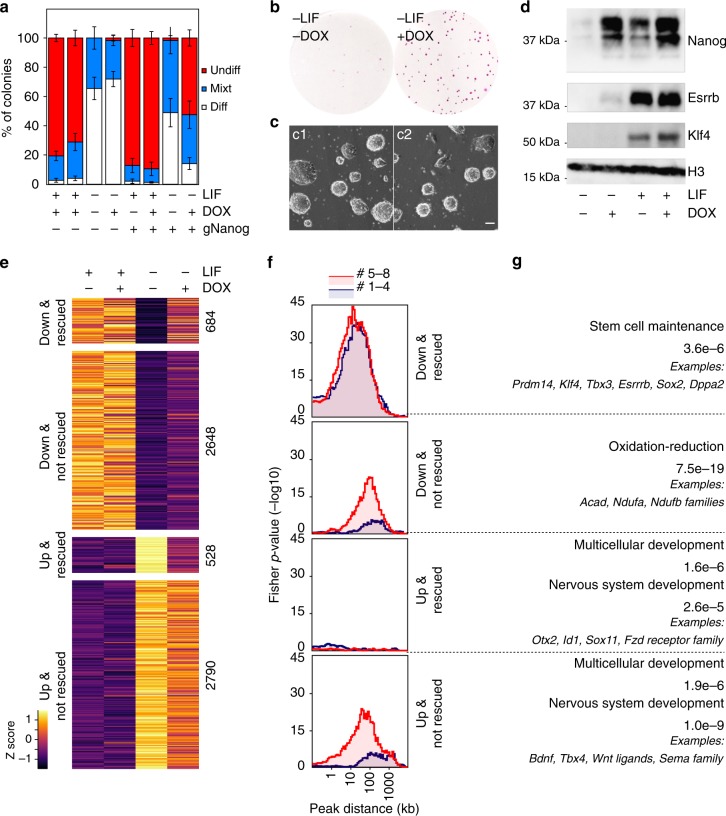
Endogenous induction of *Nanog* mediates LIF-independent self-renewal by non-canonical mechanisms. **a** Histogram representing the percentage of undifferentiated (red), mixt (blue) and differentiated (white) colonies (*Y*-axis) counted after 6 days of clonal growth in the indicated conditions (*X*-axis). Error bars represent std. dev. (*n* = 4). **b** Representative image of Alkaline Phosphatase stained colonies after 6 days of clonal growth in the presence/absence of Dox. **c** Representative image of the two SunTag clones after culturing them in 2i for 3 days following a 6-day clonal assay in the absence of LIF and the presence of Dox. The scale bar represents 50 µm. **d** Representative Western-Blot of Nanog, Esrrb and Klf4 after 3 days of culture in the indicated conditions. **e** Heat map representing gene expression z-scores across 4 groups of transcripts, as indicated in the left. UP/DOWN refers to their expression changes after 3 days of LIF deprivation (FDR < 0.05); rescued versus not rescued indicates whether Nanog significantly alleviates their misregulation (FDR < 0.05). **f** Plots displaying the -log10 Fisher *p*-value (*Y*-axis) of the enrichment of genes belonging to the groups identified in **e** at a given distance (*X*-axis) from Nanog binding clusters 1 to 4 (red) and 5 to 8 (blue), as established in Fig. 3. **g** Representative Gene Ontology terms enriched in each group of genes. The FDR is indicated together with selected examples

### Increased regulatory potential of Nanog in the absence of LIF

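Without LIF, the response to Dox had an adjusted p-value under 0.05 for 803 genes in edgeR, 562 higher and 241 lower, and an unadjusted p-value under 0.05 for 2896. In the same model 88 genes responded to Dox with LIF, 66 higher and 22 lower, and 587 did in DESeq2 and 293 with the clone as a replicate block. DESeq2 called 1509 genes without LIF (878 higher, 631 lower), and its calls included 800 of the 803. The 6 libraries without LIF on their own gave 1951 genes, the largest number among the alternatives set in advance. As a block, the clone raised the number to 1375 (866 higher, 509 lower), all 803 included, and same-clone libraries without LIF had a mean r of 0.21 across genes. With the numbers of the table's columns as the block, a choice made after the data were seen, same-numbered libraries had a mean r of 0.38, and 1044 genes were called without LIF (704 higher, 340 lower) and 1 with LIF. Among the genes chosen by the size of their change, Hoxa13 had at most 2 counts per library without Dox and 111 ± 32.3 normalised counts (SD, n = 3) with Dox, and Adipoq at most 5 counts without Dox and 106 ± 27.6 with Dox. Gm7325 rose with a log2 fold change of 4.36 (standard error 0.47, adjusted p = 0.000374 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Zfp36l3 and Sema6a fell, with log2 fold changes of −3.37 and −2.80 (adjusted p = 0.000684 and 0.0121 in edgeR).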

In the absence of LIF, the effects of endogenous *Nanog* induction are largely maximised: if in the presence of LIF we identified 285 upregulated and 172 downregulated genes, in its absence these numbers raised to 856 and 589, respectively (Source Data, sheet 1). It appears, therefore, that LIF signalling attenuates the relative impact of Nanog on the ES cell transcriptome. To explore this further, we established the associations between the clusters of Nanog binding regions we have identified (Fig. 3), with four groups of genes: genes downregulated or upregulated upon LIF withdrawal and, among these two categories, those that Nanog can or cannot partially rescue by activating or repressing them, respectively (Fig. 4e). We observe that only one group, constituted of genes repressed by Nanog in the absence of LIF, is not enriched in any Nanog binding region that we have studied (Fig. 4f and Supplementary Fig. 4F). In contrast, the group of genes downregulated upon LIF withdrawal, and rescued by Nanog, is similarly enriched for Nanog binding regions where Nanog leads the recruitment of other TFs (clusters 1 to 4) than for those where it does not (clusters 5 to 8; Fig. 4f and Supplementary Fig. 4F). The activatory potential of Nanog through clusters 1 to 4 was already established from the previous analysis. However, the vast majority of genes upregulated by Nanog in the absence of LIF were not activated in LIF containing medium (>700 genes; Source Data, sheet 1). This suggests that in the presence of LIF, these genes were redundantly controlled by other LIF-dependent TFs, either through regions belonging to clusters 5 to 8 or through other regulatory elements where Nanog does not bind. 

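Of the 562 genes that rose with Dox without LIF, 15 also rose past the threshold with LIF and 547 did not. The median log2 fold change of the 547 genes was 1.64 without LIF and 0.15 with LIF, where 60.0% of them had a positive value. A gene past the threshold without LIF and not with LIF is not thereby shown to respond differently, so the difference itself was tested. The interaction of LIF and Dox had an adjusted p-value under 0.05 for 302 genes in edgeR, 199 of them with the larger response without LIF. It did so for 167 of the 547 genes (30.5%). The interaction was called for 709 genes with the clone as a block (mean same-clone r of 0.21 without LIF). DESeq2 called it for 877. With the numbers of the columns as the block, chosen after the data were seen, it was called for 216 (mean same-numbered r of 0.38). With a replicate left out it was called for 81 to 481. From the larger number of responsive genes without LIF, the paper proposes that LIF signalling attenuates the impact of Nanog on the transcriptome.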

Since clusters 5 to 8 were previously associated with genes repressed by Nanog in the presence of LIF, their enrichment in the vicinity of genes activated by Nanog in the absence of LIF implies that they are constituted by at least two functional categories: enhancers that are blocked by Nanog in the presence of LIF, leading to the downregulation of Nanog targets, and enhancers where Nanog also acts as an activator but redundantly to other LIF-dependent factors, most likely Esrrb. In agreement, this group is strongly enriched in genes of the pluripotency network (Fig. 4g), which are known to be controlled by several pluripotency TFs and from multiple distinct enhancers. 

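Without LIF, Nanog had 5916 ± 3271 normalised counts (SD, n = 3) in the absence and 51805 ± 5875 (SD, n = 3) in the presence of Dox, a log2 fold change of 3.16 (standard error 0.39, adjusted p = 0.000899 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same libraries Esrrb had 676 ± 162 and 6182 ± 431 normalised counts and Klf4 85.8 ± 17.3 and 437 ± 85.5. Their log2 fold changes were 3.23 (standard error 0.20, adjusted p = 3.03e-05) and 2.39 (standard error 0.20, adjusted p = 7e-05). With each of the 11 libraries left out in turn, these stayed between 3.10 and 3.44 for Esrrb and between 2.22 and 2.54 for Klf4. LIF withdrawal without Dox had lowered Esrrb by a log2 fold change of −4.79 and Klf4 by −5.56 (adjusted p = 1.9e-07 and 1.39e-07). Sox2 and Dppa2 had log2 fold changes of 0.66 and 0.78 that did not pass the threshold (adjusted p = 0.0732 and 0.0971 in edgeR). Both passed in DESeq2 (adjusted p = 0.0266 and 0.0439). The change of Pou5f1 was −0.12 (adjusted p = 0.84 in edgeR). With the clone as a block the log2 fold changes of Esrrb and Klf4 were 3.23 and 2.38, and same-clone libraries had a mean r of 0.21.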

The level of upregulation of these Nanog-activated genes is, however, relatively minor and the rescue of pluripotent TFs, including *Esrrb* and *Klf4*, marginal (Fig. 4d and Supplementary Fig. 4A, C). Finally, LIF-responsive genes that are not rescued by Nanog are associated with clusters 5 to 8 (Fig. 4f). This indicates that a large number of regulatory regions of the pluripotency network for which Nanog has a modest functional impact are present within these clusters. These regions activate or repress genes prior to differentiation in a Nanog-independent manner; upon LIF-withdrawal, their activity is likely invalidated with the ensuing consequences on gene expression even when *Nanog* is induced. These Nanog-independent, LIF-responsive genes, are closely associated with cluster 6 (Supplementary Fig. 4F), which is dominated by Esrrb (Fig. 3d and Supplementary Fig. 3), a prominent LIF target. This is particularly true for genes downregulated upon LIF withdrawal; satisfactorily, given the known role of Esrrb as a general regulator of metabolism and energy production^28^, these genes are enriched for related terms such as oxidation-reduction (Fig. 4g). Notably, the inability of Nanog to rescue these genes further supports the notion that our SunTag cells have acquired LIF-independent self-renewal in the absence of functional Esrrb. In conclusion, these analyses underscore the complexity of the pluripotency network: whilst Nanog activates genes both in the presence and absence of LIF through regulatory regions belonging to clusters 1 to 4, at other enhancers the activation of Nanog can only be unmasked in the absence of LIF, when other pluripotency TFs are downregulated and their functional redundancy with Nanog is abolished. Unexpectedly, however, the genes repressed by Nanog in the absence of LIF, which exhibit a robust rescue of higher magnitude than that observed for the genes that Nanog activates (Supplementary Fig. 4E), appear largely disconnected from the Nanog binding regions that we have studied here (Fig. 4f and Supplementary Fig. 4F). These genes are associated, among other categories, with signalling and molecular pathways linked to differentiation (Fig. 4g). Hence, the probably indirect repression mediated by Nanog over these genes may underlie LIF-independent self-renewal in Dox-treated SunTag cells, despite the lack of Esrrb and Klf4.

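Among the rescued genes, the part of the LIF effect that Dox reversed had a median of 53.3% in the 223 genes that rose on LIF withdrawal and were lowered by Dox, and of 75.4% in the 473 genes that fell and were raised by Dox. The median log2 fold change with Dox was −1.17 in the first group and 1.66 in the second. The median effect of LIF withdrawal was of similar size in both, at 2.20 and −2.18. Over all LIF-responsive genes, rescued or not, the medians were 26.4% for genes that rose and 33.2% for genes that fell. The medians of rescued genes were 53.2% and 73.3% with the clone as a block (mean same-clone r of 0.21), and in DESeq2 they were 51.9% and 73.5%.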

### Nanog sustains H3K27me3 upon LIF withdrawal

Gene set enrichment analysis indicated that Nanog-rescued genes that are normally upregulated upon LIF withdrawal are enriched for targets of Polycomb Group proteins and for one of the marks they deposit to trigger facultative heterochromatin, H3K27me3 (FDR < 6e-43; Supplementary Fig. 5A). Hence, we profiled H3K27me3 in SunTag cells grown in the presence/absence of LIF and Dox. Overall, the patterns of H3K27me3 were found similar among all conditions, with notable exceptions (Fig. 5a). We identified three broad classes of H3K27me3 domains: those with high levels across all conditions and those that show either a loss or a gain of H3K27me3 upon LIF withdrawal (Fig. 5b and Source Data, sheet 3). Strikingly, the regions losing H3K27me3 in the absence of LIF maintained significant levels when endogenous *Nanog* expression was induced with Dox (Fig. 5b). In the presence of LIF, however, the induction of Nanog had minor consequences on H3K27me3, if any. This indicates that Nanog and LIF use parallel pathways to maintain H3K27me3 at a subset of H3K27me3 domains, and suggests that Nanog may confer LIF-independent self-renewal by sustaining H3K27me3 at these regions. Notably, the genes upregulated upon LIF withdrawal display differential enrichment among these three classes of H3K27me3 domains, depending on their Nanog-responsiveness: while nearly 70% of Nanog-rescued genes are marked by H3K27me3, which tends to decrease upon LIF-withdrawal except when Nanog is induced, only 30% of genes that are not rescued by Nanog show a similar pattern (Supplementary Fig. 5B). This confirms that Nanog-rescued genes are particularly enriched in LIF-dependent H3K27me3. More specifically, H3K27me3 concentrates around the promoters of these genes, and displays a reduction in levels upon LIF withdrawal, exclusively in the absence of *Nanog* induction (Fig. 5c). Hence, Nanog stimulates the maintenance of H3K27me3 at a large subset of the promoters it represses in the absence of LIF. Nevertheless, a third of the genes repressed by Nanog in the absence of LIF are not embedded within H3K27me3; conversely, a third of the genes that are upregulated upon LIF withdrawal regardless of Nanog expression are enriched in H3K27me3 (Supplementary Fig. 5B) and maintain higher levels around their promoters in the presence of Nanog (Fig. 5c). Thus, we determined whether quantitative differences regarding the effect of Nanog over these groups could be measured. Among the genes repressed by Nanog, the higher magnitude of rescue is observed for those genes that are embedded in H3K27me3 (Supplementary Fig. 5C). Similarly, even though their gene expression changes upon Dox induction were not statistically significant, within the group of genes not rescued by Nanog, those enriched in H3K27me3 show a clear tendency to be downregulated (Supplementary Fig. 5C). 

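The genes embedded in H3K27me3 were taken from the paper's Source Data, whose readable part lists 1946 genes with this flag, 392 of them embedded. The expression values are those of the Nanog SunTag RNA-seq. Of the listed genes that rose on LIF withdrawal in edgeR, 18 of the 123 embedded genes (14.6%) and 7 of the 274 other genes (2.55%) were rescued. This difference of 12.1 percentage points had p = 5e-05 in a two-sided permutation of the flag over the genes, which are not independent replicates. Among the 25 rescued genes, the median log2 fold change with Dox was −1.13 for the 18 embedded and −0.82 for the 7 other genes, a difference of −0.31 (exact permutation test, two-sided, p = 0.17). As a gene counts as rescued by its own response to Dox, this comparison is limited to genes that already passed it. Over rescued and other genes together, the medians of the 123 embedded and 274 other genes differed by −0.32 (permutation p = 1e-05). In DESeq2, which called more rescued genes, the medians were −1.02 for 39 embedded and −0.61 for 35 other genes (permutation p = 1e-05, the smallest that 100000 permutations can give).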

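Among the listed genes that rose on LIF withdrawal and were not rescued in edgeR, the median log2 fold change with Dox was −0.45 for the 105 genes embedded in H3K27me3 and −0.20 for the 267 others. The difference of −0.25 had p = 1e-05 in a two-sided permutation test over genes, the smallest that 100000 permutations can give. As a gene counts as not rescued by its own response to Dox, this comparison is limited to genes that had not passed. The embedded genes also rose more on LIF withdrawal, with a median log2 fold change of 1.43 against 0.86 over rescued and other genes together. When embedded genes were matched to other genes on this change and on mean expression, 97 pairs remained. The medians of the genes not rescued were then −0.41 and −0.30, a difference for which no p-value is given. The paper states that among the genes not rescued, those enriched in H3K27me3 tend to be lowered, by changes that were not significant.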

A clear, global pattern can be inferred from these analyses: the ability of Nanog to rescue genes that are upregulated upon LIF withdrawal is directly correlated with H3K27me3 levels. Accordingly, ordering the heatmap of genes upregulated upon LIF withdrawal (regardless of the ability of Nanog to rescue them) by their enrichment levels for H3K27me3 in the presence of LIF and the absence of Dox, naturally orders the genes from efficient to poor rescue (Fig. 5d). Hence, H3K27me3 levels before LIF withdrawal are highly predictive of the efficiency of Nanog to block gene upregulation during differentiation. Overall, these analyses indicate that in the absence of LIF, Nanog mediates its repressive function by other means than those described in its presence (Fig. 3): by maintaining high levels of H3K27me3. 

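Phf19 (ENSMUSG00000026873, chromosome 2 of mm9, 34749277 to 34769546) had 157 ± 40.8 normalised counts (SD, n = 3) without LIF and Dox and 616 ± 262 (SD, n = 3) without LIF in the presence of Dox. The 3 libraries with Dox ranged from 349.7 to 873.6 and lay above the 3 without, and an exact permutation test of 3 against 3 cannot give p under 0.1. The log2 fold change was 2.00 (standard error 0.35, adjusted p = 0.00789 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and lay between 1.68 and 2.28 with each replicate left out in turn. With LIF, Phf19 had 177 ± 25.4 normalised counts (n = 3) without Dox and 189 ± 86.7 (n = 2) with Dox, a log2 fold change of 0.08 (standard error 0.38, adjusted p = 0.973). Its log2 fold change without LIF was 1.97 with the clone as a block (adjusted p = 0.0012 in edgeR), and same-clone libraries had a mean r of 0.21.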

Since Nanog binding regions were not strongly associated with these genes (Fig. 4f), it seems likely that this effect is indirect and possibly mediated by the upregulation of the Polycomb protein Phf19^29^, which is upregulated upon *Nanog* induction (Supplementary Fig. 6).

**Fig. 5:**
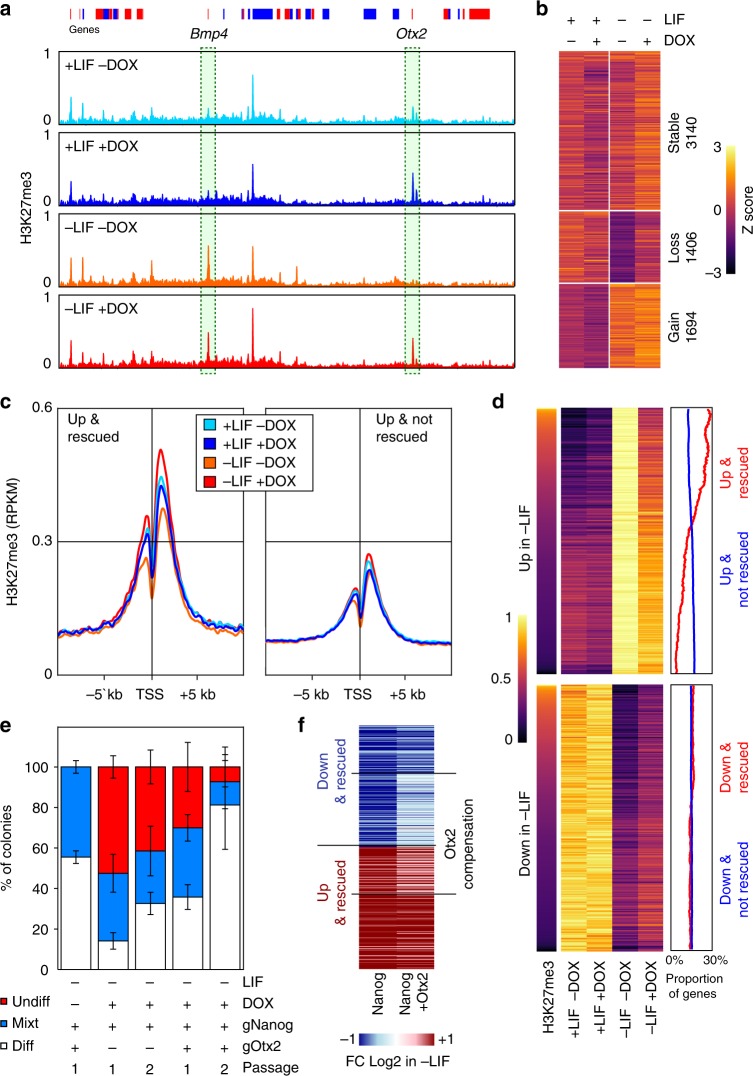
A Nanog/H3K27me3/Otx2 axis controls LIF-independent self-renewal. **a** H3K27me3 average levels (reads per million) across 5.15 Mb (mm9: chr14:45346123–50415313, red and blue boxes represent genes on the +and − strands) encompassing the *Bmp4* and *Otx2* genes that display the two stereotypical behaviours observed in SunTag cells cultured in the presence/absence of LIF/Dox for 3 days. **b** Heat map of H3K27me3 *z*-scores of 6,240 H3K27me3 domains identified in SunTag cells cultured as indicated. **c** Average H3K27me3 (reads per million) across promoter regions of genes upregulated in the absence of LIF and either rescued (left) or not (right) by Nanog. **d** Correlative analysis of ranked H3K27me3 (left) with gene expression changes (arbitrary units; middle) for transcripts upregulated (top) or downregulated (bottom) in SunTag cells cultured in the presence/absence of LIF/Dox for 3 days. The percentage of genes belonging to rescued (red line) versus non-rescued genes (blue line) in a 500 gene sliding window across the regions of the heat map is shown on the right. **e** Histogram representing the percentage of undifferentiated (red), mixt (blue) and differentiated (white) colonies (*Y*-axis) counted after 6 (Passage 1) or 12 (Passage 2) days of clonal growth in the indicated conditions (*X*-axis). Error bars represent std. dev. (*n* = 4). **f** Heat map of the average log2 fold change +Dox/−Dox in gene expression between SunTag cells activating either *Nanog* or *Nanog* and *Otx2*, grown in the absence of LIF and the presence/absence of Dox for 3 days. Genes for which the simultaneous activation of *Otx2* compensates the changes observed when only *Nanog* is induced (FDR < 0.05), are highlighted

### Nanog represses *Otx2* to confer LIF independency

Among the genes downregulated by Nanog in the absence of LIF are several developmental TFs such as *Sox11*, *Id1* and *Pou3f1*, among others (Source Data, sheet 1). Therefore, it may be possible that LIF-independent self-renewal is attained by the simultaneous inhibition of several developmental pathways. However, within the list of Nanog-repressed genes characterised by Nanog-dependent H3K27me3, we could also identify *Otx2* (Fig. 5a and Source Data, sheet 3), a key regulator of the earliest stages of ES cell differentiation^30,31^. 

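Sox11 (ENSMUSG00000063632, chromosome 12, 28025562 to 28027574) had 446 ± 158 normalised counts (SD, n = 3) without LIF and Dox and 207 ± 57.3 (SD, n = 3) without LIF in the presence of Dox. Its log2 fold change was −1.08 (standard error 0.29, adjusted p = 0.0534 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold of 0.05. It passed in DESeq2 (adjusted p = 0.00773), with DESeq2's size factors in edgeR (0.0467) and with the clone as a block (0.0082, mean same-clone r of 0.21). Of the 11 fits that each left out a replicate, 2 called Sox11, with log2 fold changes between −1.32 and −0.74 over all 11. Id1 (ENSMUSG00000042745, chromosome 2, 152561987 to 152563146) fell from 737 ± 294 to 246 ± 142 normalised counts, a log2 fold change of −1.55 (standard error 0.39, adjusted p = 0.0405), and passed in 3 of the 11 fits that each left out a replicate. Pou3f1 fell from 3447 ± 571 to 1105 ± 288, a log2 fold change of −1.61 (standard error 0.23, adjusted p = 0.00205), and passed in all 11. The deposited counts list Pou3f1 under a pair of identifiers at the same place on chromosome 4 (124334889 to 124337899). The values are those of ENSMUSG00000090125, with 65988 counts over all libraries, and reads may be split with ENSMUSG00000078236, with 434 counts.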

Several lines of evidence point to *Otx2* downregulation being an important mediator of Nanog function. First, *Otx2* has been already identified as an important negative target of Nanog^15,32^; accordingly, we observe its downregulation at the mRNA and protein levels upon *Nanog* induction (Supplementary Fig. 5D, E). Moreover, further expression analyses indicate *Otx2* expression which is closely controlled by Nanog levels (Supplementary Fig. 5F). 

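Otx2 (ENSMUSG00000021848, chromosome 14, 49277354 to 49287319) had 4238 ± 697 normalised counts (SD, n = 3) without LIF and Dox and 2450 ± 188 (SD, n = 3) without LIF in the presence of Dox. All 3 libraries with Dox lay below the 3 without. The log2 fold change was −0.76 (standard error 0.21, adjusted p = 0.0658 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p-value was 0.0104 in DESeq2 and 0.042 with the clone as a block (mean same-clone r of 0.21). It was 0.091 with the numbers of the columns as the block, chosen after the data were seen (mean same-numbered r of 0.38). With each replicate left out in turn the log2 fold change lay between −0.86 and −0.63, and 3 of the 11 fits called Otx2. With LIF, Otx2 had 784 ± 109 normalised counts (n = 3) without Dox and 237 ± 100.0 (n = 2) with Dox, a log2 fold change of −1.74 (standard error 0.35, adjusted p = 0.256) in the model of the 5 libraries with LIF and of −1.76 (standard error 0.26, adjusted p = 0.0198) in the model of all 11 Nanog SunTag libraries.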

Second, the genes that are upregulated in the absence of LIF and that are rescued by Nanog, are enriched in genes activated by Otx2, while non-rescued genes are not (Supplementary Fig. 5A). Third, the ectopic expression of Otx2 drives ES cells into differentiation^31,32^, even in the presence of LIF, as we show here using our SunTag system targeted to the *Otx2* promoter (Supplementary Fig. 5E and G). Therefore, it may be possible that its Nanog-mediated downregulation contributes to LIF-independent self-renewal in the context of our endogenous *Nanog* activation, despite the lack of strong upregulation of *Klf4* and *Esrrb*. To test this, we exploited the flexibility of the SunTag system to simultaneously activate *Nanog* and *Otx2* and perform clonal assays. Upon the additional induction of *Otx2*, the proportion of undifferentiated colonies decreased in the absence of LIF, compared to cells activating *Nanog* only, in particular after two successive rounds of clonal growth (Fig. 5e). These results clearly place Otx2 as a key factor that needs to be repressed by Nanog in order to obtain efficient LIF-independent self-renewal. 

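SunTag cells carrying guide RNAs for both Nanog and Otx2 were grown for 3 days without LIF in 4 libraries without Dox (21499110 to 86864360 estimated counts) and 4 with Dox (21937288 to 42353701 counts). These were C1-1, C1-2, C2-1 and C2-2 in each condition. Cells in LIF gave 3 libraries without Dox (6107512 to 51380795 counts) and 4 with Dox (17725333 to 50629802 counts). The 15 libraries were fitted in edgeR with terms for LIF, Dox and their interaction, over 15609 genes. The difference between the Nanog/Otx2 and the Nanog guides came from a fit of these and the 11 Nanog libraries together, over 16210 genes. All Nanog/Otx2 libraries belong to another set than the Nanog libraries, so guide and set cannot be told apart. Without LIF, Otx2 had 4074 ± 860.0 normalised counts (SD, n = 4) without Dox and 7173 ± 238 (SD, n = 4) with Dox, a log2 fold change of 0.85 (standard error 0.13, adjusted p = 0.000566 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same libraries Nanog had 4425 ± 2528 and 39530 ± 7478 normalised counts, a log2 fold change of 3.19 (standard error 0.33, adjusted p = 1.7e-05). Without LIF 2702 genes responded to Dox, 1742 higher and 960 lower. With clone and number as a replicate block 5215 did, and libraries with the same clone and number had a mean correlation of 0.46, against −0.15 for others. The Dox effects of Nanog/Otx2 and Nanog cells had a correlation of 0.74 across genes, which are not independent replicates.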

Next, we performed transcriptomic analyses upon *Nanog*/*Otx2* induction in the absence of LIF to identify the set of genes that were effectively compensated by the action of Otx2. 

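A rescued gene was counted as compensated when its response to Dox in Nanog/Otx2 cells without LIF had no adjusted p-value under 0.05 in the direction of the response in Nanog cells, or when the difference between the guides in −LIF +Dox opposed the Nanog response past the threshold. In edgeR 128 of the 223 genes repressed by Nanog (57.4%, Wilson 95% confidence interval 50.8 to 63.7) and 196 of the 473 genes activated by Nanog (41.4%, 37.1 to 45.9) were compensated. The intervals treat genes as independent. By the loss or reversal of the response alone, 39.5% of the repressed and 14.0% of the activated genes were compensated. Under the guide difference alone these were 39.9% and 35.9%. A guide difference is also present without Dox, so the change in the Dox response between the guides was tested too. It passed the threshold against the Nanog response for 3 of the repressed genes (Kif21a, Psmb8 and Zfp36l3, named after their values were seen) and none of the activated genes, with 923 of the 16210 genes at an unadjusted p-value under 0.05, where chance would give 811. With replicate blocks the shares were 56.8% of repressed and 44.9% of activated genes, and same-clone libraries of the guides had a mean correlation of 0.24. DESeq2 gave 63.5% and 42%. A correction for GC content, chosen after the data were seen, gave 45.2% and 36.9%.

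**Figure D2:**
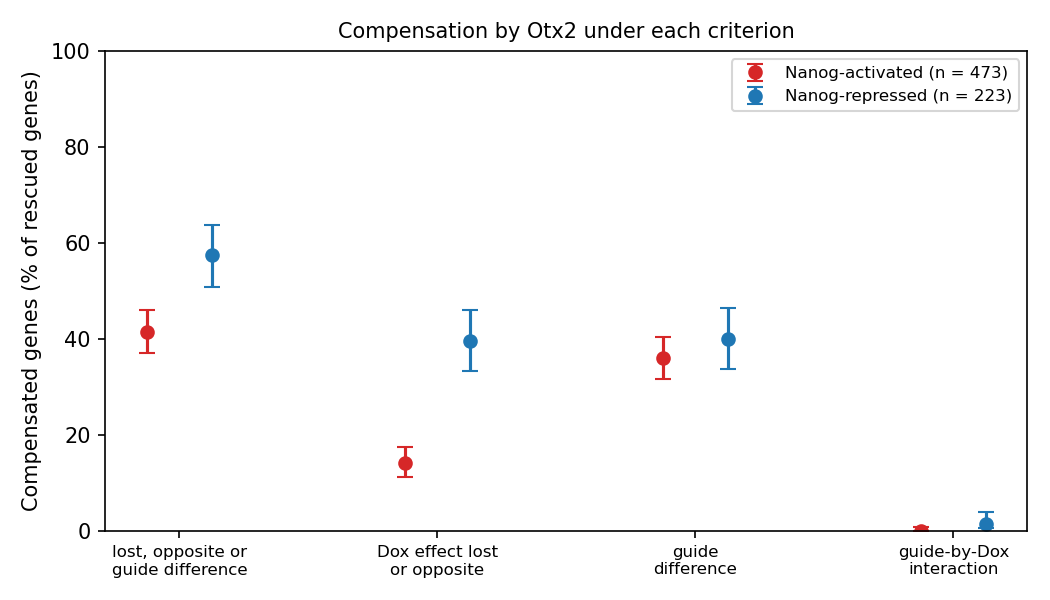
Compensated genes as a percentage of the genes that Nanog activated (red, n = 473) or repressed (blue, n = 223) without LIF, by criterion, with Wilson 95% confidence intervals. The repressed genes lie higher when the lost or opposite Dox effect is counted, and the intervals of both groups overlap for the guide difference.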

We observed that around 40% of the genes repressed by Nanog, and 70% of the genes activated by Nanog, displayed similar levels to control cells grown in the absence of LIF and Dox, when both *Otx2* and *Nanog* were induced (Fig. 5f). Hence, at the molecular level, *Otx2* induction partially compensates the gene expression changes induced by Nanog overexpression in the absence of LIF, underscoring the antagonistic effect of Nanog and Otx2 over a large set of common genes^32^, including developmental TFs such as *Sox3*, *Sox11*, *Id1* and *Pou3f1*, among others (Source Data, sheet 1), which tend to be expressed in somatic cells and more particularly in neuroectodermal derivatives. 

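Without LIF in the presence of Dox, Sox3 (ENSMUSG00000045179, chromosome X, 58144545 to 58146605) had 43.5 ± 9.25 normalised counts (SD, n = 3) in Nanog cells and 176 ± 40.8 (SD, n = 4) in Nanog/Otx2 cells, a log2 fold change of 1.96 (standard error 0.26, adjusted p = 7.26e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes between the guides in these conditions were 1.20 (standard error 0.24, adjusted p = 0.000461) for Sox11, 1.44 (standard error 0.40, adjusted p = 0.00668) for Id1 and 1.48 (standard error 0.26, adjusted p = 0.000129) for Pou3f1, which may share reads with a second identifier. Every Nanog/Otx2 library had more normalised counts than every Nanog library for each of the 4 genes. All 4 genes were also higher in Nanog/Otx2 cells without Dox, by log2 fold changes of 0.72, 0.75, 1.21 and 0.78 (adjusted p = 0.0304, 0.0224, 0.0263 and 0.0257). The difference in Dox response between the guides was 1.24 (standard error 0.35, adjusted p = 0.484) for Sox3, 0.45 (standard error 0.33, adjusted p = 0.901) for Sox11, 0.23 (standard error 0.54, adjusted p = 0.961) for Id1 and 0.70 (standard error 0.35, adjusted p = 0.873) for Pou3f1. In Nanog/Otx2 cells Dox still lowered all 4 genes, with log2 fold changes of −1.30, −0.57, −1.28 and −0.87 (adjusted p = 0.000994, 0.0477, 0.0187 and 0.0193). Of the 15 fits that each left out a Nanog/Otx2 library, this response to Dox was called in 15 for Sox3, 2 for Sox11, 12 for Id1 and 11 for Pou3f1. With clones as a replicate block the differences between the guides in −LIF +Dox were 1.95 for Sox3, 1.15 for Sox11, 1.35 for Id1 and 1.48 for Pou3f1, and same-clone libraries had a mean r of 0.24. From the genes at levels similar to control cells, the paper concludes that Otx2 partially compensates the expression changes induced by Nanog without LIF.

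**Figure D3:**
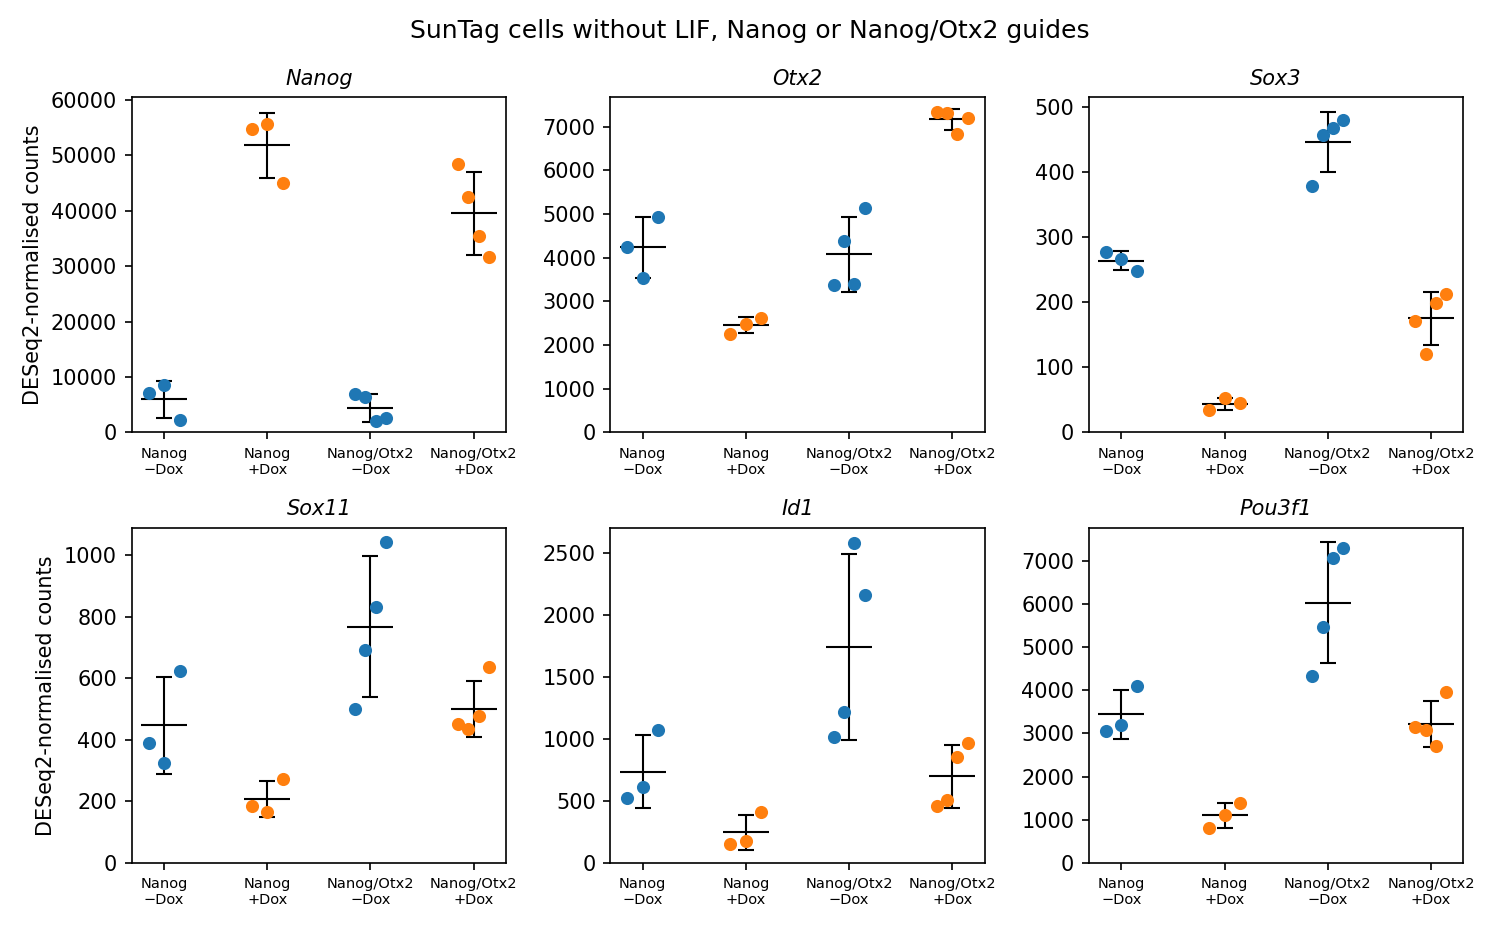
DESeq2-normalised counts of 6 genes in each library without LIF, for the Nanog and the Nanog/Otx2 guides without (blue) and with (orange) Dox, with the mean and SD of each condition. Sox3, Sox11, Id1 and Pou3f1 are lower with Dox than without for both guides on average, and higher on average for the Nanog/Otx2 than for the Nanog guides in both Dox conditions.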

In combination with the previous section, these results indicate strongly that Nanog controls H3K27me3 at key nodes in the differentiation network, such as *Otx2*, to indirectly repress a large set of genes involved with differentiation.

## Discussion

Gene regulatory networks constituted of master TFs are characterised by the capacity of individual factors to act over the same sets of regulatory elements, which together define and specify the molecular and transcriptional identity of each cell type^33,34^. However, we still have a relatively poor understanding of how single TFs impact globally on the recruitment of other members of a given network to impact its activity. Recently, the role of Oct4 has been suggested to rely on its ability to recruit Brg1 to render the chromatin accessible for other TFs to bind^35^, matching a subset of the mechanisms we propose here for Nanog (Fig. 6). However, it is unclear how much the initiation of differentiation that follows Oct4 depletion^10^ influenced the interpretations regarding how Oct4 directly impinges upon the pluripotency network. In our case, we have focused on Nanog, a factor that can be depleted from ES cells while preserving pluripotency^36^. Hence, it is likely that the rewiring of the network that we observe shortly after depleting Nanog, is due to primary and direct effects. Strikingly, our analyses suggest that the simplified view positing that pluripotency TFs bind cooperatively at regulatory elements to collectively control transcription, may need to be partially revisited: at least from the perspective of Nanog, the combinations of binding, their dependencies on Nanog, and their association to responsive genes, are more complex than we had previously anticipated.

**Fig. 6:**
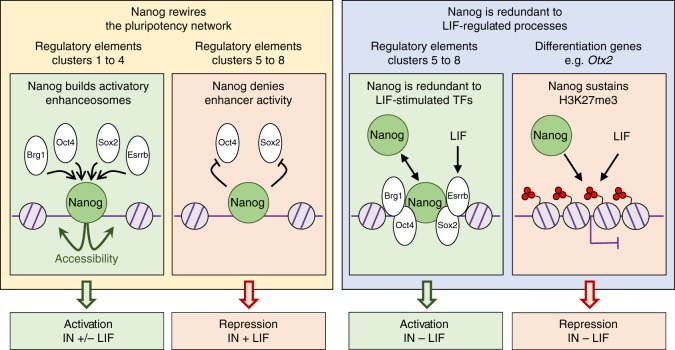
Nanog is a versatile TF impacting the pluripotency network and epigenome. The function of Nanog at stereotypical clusters of regulatory elements targeted by the pluripotency network, as well as at differentiation genes, is shown. Briefly, Nanog displays four major behaviours (left to right): 1/ recruitment of other factors (Oct4, Sox2 and Esrrb, together with Brg1) to promote chromatin accessibility and activate gene transcription; 2/ inhibiting enhancer activity, leading to gene repression either by blocking Oct4/Sox2 recruitment (shown) or by other mechanisms (not shown for simplicity; see text for details); 3/ complementing enhancer activity redundantly with other factors which are controlled by LIF (such as Esrrb)—in this case, its activatory role can only be appreciated in the absence of LIF; 4/ Nanog and LIF act in parallel to sustain H3K27me3 at differentiation genes such as *Otx2*. This latter role of Nanog is particularly important in the context of Nanog-mediated, LIF-independent self-renewal

Although we observe, as expected, that Nanog-bound regions where other pluripotency TFs that are also recruited are more strongly associated with Nanog-responsive genes compared to regions where Nanog binds alone, we also find that only a small subset displays similarly high binding levels of all three pluripotency TFs that we tested (Esrrb, Oct4 and Sox2). Indeed, the binding of one or two factors, in addition to Nanog, tends to dominate the others. This is valid even for Oct4/Sox2, which are believed to bind together at Oct4/Sox2 chimeric motifs^11^. Therefore, different stoichiometries and/or residence times of individual factors seem to apply at distinct sets of regions. This produces a level of complexity that surpasses a simple model in which all factors bind together at key enhancers. Moreover, the effect of Nanog over these factors is also highly variable, with two clear groups of regions being easily identifiable: those in which Nanog plays a leading role; those where it does not (Fig. 6). Strikingly, these two groups of regions display sharp distinctions regarding their association to Nanog-responsive genes. Regions where Nanog preserves chromatin accessibility and drives the recruitment of other pluripotency TFs and Brg1, are strongly biased to genes activated by Nanog. Conversely, the regions where Nanog does not promote TF binding or accessibility are associated either with genes repressed by Nanog in the presence of LIF, or with genes where Nanog acts as a redundant activator with LIF-stimulated TFs.

To activate its targets, Nanog seems to use an expected mechanism essentially based on establishing a permissive chromatin architecture associated with the recruitment of other TFs and the formation of functional regulatory complexes. In contrast, while some precedents pointed in the direction of Oct4/Sox2-independent Nanog repression^37,38^, it is remarkable that Nanog-mediated repression is so strongly associated with regulatory elements where Nanog does not facilitate Esrrb, Oct4 and Sox2 binding and the chromatin remains equally accessible irrespectively of Nanog. This differential association between gene activation/repression and the role of Nanog as a nucleation factor of functional complexes, suggests that Nanog displays cooperative binding primarily to promote gene expression. At repressive sites, Nanog may either render the whole complex repressive or inhibit its otherwise transactivation potential. Additionally, at a large number of regions, the loss of Nanog leads to increased binding of either Oct4 or Sox2. It is therefore questionable that Nanog/Oct4 and Nanog/Sox2 bind at the same time on the same DNA molecules, at least over these regions. Thus, caution must be taken when extrapolating molecular functions from generic binding profiles: even though Nanog/Oct4 and Nanog/Sox2 appear to bind together, the binding of Nanog is in fact detrimental to that of the other two factors. Remarkably, these regions are closely associated with genes repressed by Nanog, indicating that to repress its targets Nanog interferes with the binding or the activity of other pluripotency TFs (Fig. 6). Whether the alternate behaviours of Nanog is to activate or repress transcription represents a general rule or a specific property of Nanog, which should be thoroughly investigated.

The ability of Nanog to block differentiation and promote LIF-independent self-renewal, something that not every pluripotent TF, including Oct4 and Sox2, is capable of doing, represents a defining property of Nanog^14^. However, this is not a unique characteristic of Nanog: a plethora of additional TFs, exemplified by Klf4 and Esrrb, have been progressively identified and demonstrated to provide LIF-independent self-renewal^12,15^. Hence, over the years, the importance of Nanog has been somehow equilibrated with that of other TFs, most notably Esrrb, which can replace Nanog in several contexts^15,39^. More strikingly, Esrrb has been proposed to be an obligatory mediator of the promotion of LIF-independent self-renewal by Nanog^15^. Therefore, our observation of LIF-independent self-renewal in the absence of strong Esrrb upregulation, and of many other pluripotency TFs, is particularly enthraling. This is not the first time, however, that the role of a TF within the pluripotency network needs to be nuanced. Nanog itself was initially thought to be essential for germ cell development^36^ and for the induction of pluripotency via somatic cell reprogramming^40^, conclusions that were subsequently attenuated by the demonstration that Nanog can ultimately be bypassed^39,41–43^. Moreover, major experimental differences between our and previous studies may underlie the different conclusions regarding the mandatory requirement for Esrrb. Indeed, while others ectopically expressed Nanog constitutively and at high levels in *Esrrb* knock-out cells^15^, we have used an inducible CRISPR-ON system to activate endogenous *Nanog* concomitantly with LIF withdrawal and the ensuing progressive downregulation of *Esrrb*. Therefore, the dynamic aspects of the two experimental setups are drastically different: it is possible that *Esrrb* is downregulated after Nanog has already impacted on other genes, which may independently block differentiation even when *Esrrb* is subsequently silenced. Besides this, however, our findings in the context of previous conclusions underscore that different factors and mechanisms can potentially lead to similar phenotypic outcomes^44^.

Identifying the genes that mediate LIF-independent self-renewal in the absence of Esrrb may be particularly challenging because several prominent developmental regulators, from TFs to signalling molecules, are enriched among the genes that normally respond to LIF withdrawal but that endogenous *Nanog* induction is able to block. However, the genes that are upregulated when LIF is removed, and that Nanog is able to keep in check, display a blatant property: they tend to be targets of Polycomb PRC2 complexes and are embedded within H3K27me3 domains^16,17,19^. At these genes, either LIF or Nanog are required to maintain H3K27me3 (Fig. 6). Therefore, this study identifies at least two modes of gene regulatory redundancy between Nanog and the LIF pathway: one directly based on LIF-stimulated TFs, such as Esrrb and Klf4, and another one based on the activity of Polycomb Group proteins. We anticipate that identifying the exact molecular mechanisms used by Nanog to modulate H3K27me3 will be of great interest, and propose here that they may be mediated, at least in part, by Phf19. Overall, our observations argue for the existence of an alternative pathway to promote LIF-independent self-renewal through a previously unanticipated role of Nanog in the maintenance of H3K27me3 at differentiation-associated genes, thereby inhibiting the capacity of the cells to readily differentiate. This type of compensatory, chromatin-based mechanism, enables individual TFs to have broad impact by targeting key chromatin regulators with a more generic and systemic function. This remains so even when a regulatory network is largely dismantled, as is the case of the pluripotency network in the absence of LIF. This mechanism that we have unveiled may have the potential to dramatically increase the robustness and temporal integration of complex gene regulatory systems.

Whether the promotion of LIF-independent self-renewal associated with the inappropriate maintenance of H3K27me3 at differentiation genes results from the sum of many partial effects or, conversely, is based on specific and potent effects mediated by one or a few regulators, needs now specific attention. Given that the genes repressed by Nanog in the absence of LIF are strongly enriched for targets of Otx2, a driver of differentiation^30,31^ that belongs to the category of bivalent genes in ES cells, we explored the possibility that *Otx2* downregulation may be the sole explanation for LIF-independent self-renewal in the absence of induced expression of other pluripotency TFs than Nanog itself. Using our SunTag cells to simultaneously activate both *Nanog* and *Otx2*, we could indeed observe that the efficiency of self-renewal was lower compared to the exclusive induction of *Nanog*. However, the effects became robust after two continuous phases of clonal growth, indicating that, for this level of upregulation of *Otx2*, the functional compensation takes time to be fully established. Nevertheless, our transcriptomic studies after three days of induction show that a large fraction of the genes normally misregulated upon *Nanog* induction have expression levels similar to control cells. In accord with the developmental role of Otx2^45^, this seems to be particularly true for neuroectodermal genes. It should now be investigated whether a relationship similar to Nanog-Otx2 exists between Nanog and other lineage specific determinants targeted by H3K27me3. Similarly, whether the Nanog-Otx2 functional interactions that we have studied also apply to additional TFs driving LIF-independent self-renewal requires additional work: the inducible SunTag system presented here will provide a flexible toolbox to address these and similar questions in mouse ES cells. Overall, this work underlines the ability of *Nanog* to convey its function through remarkably distinct molecular mechanisms in different environmental conditions (Fig. 6). Extrapolating our work to other TFs of the pluripotency network and more generally to other gene regulatory systems, would be of great interest.

## Methods

### Cell culture

*Regular cultures:* ES cells (E14Tg2a and derivatives) were cultured at 37 °C in 7% CO2 on 0.1% gelatine (SIGMA, G1890–100G) in DMEM + GlutaMax-I (Gibco 31966–021), 10% FCS (Sigma F7524), 100 μM 2-mercaptoethanol (Gibco 31350–010), 1× MEM non-essential amino acids (Gibco 1140–035) and 10 ng/ml recombinant LIF (MILTENYI BIOTEC, 130–099–895). Cells were passaged 1:10 every 2–3 days with 1× trypsin-EDTA 0.05% (Thermo 25300062). Only when mentioned cells were cultured in 2i medium containing 0.5× DMEM/F12 (Gibco 31331093), 0.5× Neurobasal (Gibco 21103049), 0.5% N2 supplement 100× (Gibco 17502048), 1% B27 supplement 50× (Gibco 17504044), 10 µg/mL Insulin (Sigma I1882–100MG), 2 mM L-Glutamine (Invitrogen 91139), 0.05% BSA (Sigma A3311–10G), 100 μM 2-mercaptoethanol (Gibco, 31350–010), 10 ng/ml recombinant LIF (MILTENYI BIOTEC, 130–099–895), 1 µM PD0325901 (Axon Medchem Bv Axon-1408), 3 µM CHIR99021 (Axon Medchem Bv Axon-1386). When specified cells were treated with 1 µg/mL of Doxycycline (Sigma D3072–1ML), 1 µg/mL Puromycin (Sigma P9620–10ML), 400 µg/mL Hygromycin B (Sigma H3274–50MG), 0.2 mg/mL G418 (Sigma G8168–10ML), 1 µM Tamoxifen (Sigma H7904–5MG).

*Nanog loss-of-function and gain-of-function:* For all SunTag induction experiments, 30,000 cells per cm^2^ were plated in presence or absence of Doxycycline/LIF. Medium was changed every day after one wash with the same medium. At day 3, cells were either lysed on the plate for RNA extraction or harvested for Western blot lysates, microscopy slides and chromatin preparation. For induction kinetics over 6 days, cells were passaged at day 3 at the same density. 44iN cells^15^ were kept in culture with Doxycycline for at least 3 passages, except when explicitly stated. Subsequently, 30,000 cells per cm^2^ were plated in presence or absence of Doxycycline for the indicated times. To culture 44iN cells in the absence of Nanog long-term, the cells were maintained under G418 selection, as previously described^15^. Finally, 44NERT^38^ cells were cultured under G418 selection and plated at 30,000 cells per cm^2^ to perform Tamoxifen induction kinetics for the indicated times.

*Clonal assays:* Clonal assays were performed by plating 600 cells/P6 well in +/− LIF and +/− Dox, in parallel. Medium was changed every day after one wash with the same medium. After 6 days, colonies were fixed (25% Citrate solution, Sigma 854: 67% Acetone, Sigma 270725; 8% Formaldehyde, Sigma F8775) for 1 min and stained for 20 min with Alkaline Phosphatase staining kit (Sigma, 86 R). Number of undifferentiated, mixt and differentiated colonies was then assessed on a stereo-microscope (NIKON-SMZ1500). For serial cloning assay, all cells from −LIF +Dox condition were harvested at day 6, counted and plated again at clonal density for 6 additional days, as indicated, and processed as above. Raw colony counts can be found as Source Data (sheet 4). Finally, to assess the pluripotent state of Nanog SunTag cells cultured in −LIF +Dox, all cells were harvested at day 6 and passaged 1:4 in FCS/LIF for 1 day to ensure correct cell adhesion. The next day medium was replaced by 2i/LIF.

### Generation of SunTag ES cells

*Cloning of the SunTag and gRNA expressing vectors:* The SunTag vectors were obtained from Addgene (#60903, #60904). The PiggyBac vectors containing the rtTA trans-activator (PB-CAG-rtTA) and a TRE-driven expression cassette (A-ND2), as well as the PBase vector were kindly provided by Dr. Pentao Liu^46^. To generate the PB-TRE-SunTag-dual-Hygro vector (see Sup. Fig1) expressing the two moieties of the SunTag system, we first modified #60903 as follows. The TRE promoter was PCR-amplified and inserted upstream of dCas9. Next, we excised the lentiviral part of the vector downstream of the WPRE element and ensured its integrity by ligating a short WPRE amplicon. Both 5′ and 3′ LTRs were PCR-amplified from PB-CAG-rtTA and sequentially inserted on both sides of the TRE-dCas9-GCN4-BFP cassette, and a bGH polyA signal was PCR amplified and inserted downstream of the BFP sequence. Finally, an IRES-Hph (Hygromycin resistance) cassette was amplified by PCR and inserted in frame with the dCas9-GCN4-BFP cassette upstream of the bGH polyA signal, generating the PB-TRE-dCas9-GCN4-P2A-BFP-IRES-Hph-pA vector. To modify #60904 we first PCR-amplified the scFv-GCN4-sfGFP-VP64-GB1-NLS cassette and inserted it in A-ND2 vector downstream of the TRE promoter. After a subsequent PCR amplification of the resulting cassette, it was finally inserted in the modified #60903 vector, generating our final Dox-inducible SunTag construct. To generate the gRNA expression vector, we used the #51133 plasmid (Addgene) to introduce the U6-gRNA-PGK-PuroR-pA cassette in the PiggyBac backbone of the PB-CAG-rtTA. The resulting plasmid is referred to as PB-gRNA-Puro. This vector was used to clone annealed oligos corresponding to the 20 bp of the sgRNA sequence preceded by specific overhangs (5′-CACC and 5′TTTG).

*Establishment of Parental SunTag ES cells:* Subconfluent E14Tg2a cells were transfected with 5 µL of Lipofectamine 2000 (ThermoFisher), 0.8 µg of PB-CAG-rtTA, 0.8 µg of dual SunTag PiggyBac vector and 0.4 µg of the PBase vector. Upon Doxycycline treatment (1 µg/mL) the cells were selected with Hygromycin B for 10 days. Single clones were manually picked and expanded in absence of Doxycycline and Hygromycin B. After expansion and stock freezing, induction of GFP/BFP expression was analysed for 6 clones on a LSR II Fortessa (Becton-Dickinson). Data were analysed using the FlowJo software suite (Tree Star). The 2 clones showing the best percentages of GFP/BFP positive cells under Doxycycline treatment and an absence of fluorescent signals in absence of Doxycycline were kept for further experiment (C1 and C2). The karyotype of C1 and C2 cells were established using colcemid arrest (4 h; 100 ng/ml^−1^; Gibco, 15212–012), hypotonic shock (NaCitrate 0.017 M, KCl 0.03 M) and cold acetic acid–methanol (1:3) fixation at 4 °C. Fixed cells were spread by dropping on pre-heated glass slides, mounted (Vectashield; VectorLab, H1200) and imaged using a Nikon Eclipse X microscope equipped with: ×63 oil immersion objective (N.A1.4); LUMENCOR excitation diodes; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. Chromosomes number was then counted manually with NIS Elements 4.3 software for a minimum of 20 randomly chosen cells per clone.

*gRNA design and selection:* To design gRNAs targeting the SunTag system to the Nanog and Otx2 promoters, we first identified all the potential targets of 20 nucleotides preceding a ‘NGG’ protospacer adjacent motif (PAM) on both strands. Those having a GC content between 35% and 85%, and not containing a stretch of 4 or more repeated nucleotides were kept. A potential efficiency score was calculated for each candidate guide given the sequence and using a predictive model, as described^47^. To control off-target effects and ensure DNA targeting specificity, the remaining list of sgRNA candidates was mapped on the complete mm9 mouse genome using the EMBOSS Fuzznuc tool, allowing various ambiguities and complex search patterns. As CRISPR-CAS9 efficiency depends on sgRNA-target similarity pattern^48^, candidates having off-targets with only 0, 1 or 2 mismatches were excluded, while off-targets with 5 mismatches or more were ignored, as well as off-targets not followed by a PAM. Off-targets with 3 or 4 mismatches were then sorted by the lowest number of off-targets with 3 mismatches in the 5′ end, then by the highest proportion of off-targets with 2 mismatches or more in the seed. The efficiency of promoter induction with candidate gRNAs was then experimentally tested by transient transfection and the best gRNA was kept for further analyses.

*Generation of Nanog-, Otx2- and Nanog/Otx2-SunTag ES cells:* C1 and C2 were lipofected as described above with 1 µg of PB-gRNA-Puro and 0.5 µg of PBase-expression vector, selected with Puromycin for 4 days and plated clonally under selection. Twelve clones (six originating from C1 and C2) were selected for RT-qPCR induction of either Nanog or Otx2. One clone from C1 and another one from C2 showing good induction levels were finally used for all experiments. For Nanog-Otx2 dual SunTag cells, Nanog-SunTag C1 and C2 cells were lipofected as above with Otx2 gRNA. Ten clones were then picked for each C1 and C2, expanded, and analysed for Otx2 induction. One clone originating from each transfection showing good induction levels of both Nanog and Otx2 were used for all experiments.

*Generation of Nanog-SunTag ES cells with reduced Phf19 expression:* Nanog-SunTag ES cells derived from C1 parental clones were electroporated either with one of two shRNA expressing vectors targeting *Phf19*, or with scrambled shRNAs^29^, and selected with 0,2 mg/ml of G418 for one week. Only one clone displayed efficient knock-down of *Phf19* compared to cells expressing a scrambled shRNA. This clone expresses the following shRNA:

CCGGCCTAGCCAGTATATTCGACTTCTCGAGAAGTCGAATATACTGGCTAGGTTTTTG.

### Microscopy

*Bright field microscopy:* Cell culture dishes pictures were taken on a Nikon Eclipse Ti-S inverted microscope equipped with: CFI S Plan Fluor ELWD ×20 objective; 89 North PhotoFluor LM-75; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software.

*Single-molecule RNA Fluorescent* In Situ *Hybridisation (smFISH):* Cells were washed in 1× PBS, trypsinized, pelleted, washed again in 1× PBS and resuspended in 2 mL of DMEM/FCS medium. Cells were fixed with 1% Formaldehyde (Sigma F8775) with slow agitation. Fixation reaction was stopped by addition of 300 µL of 1 M glycine (SIGMA G7126–500G) for 5 min. Cells were then pelleted at 4 °C, washed in cold 1× PBS, and pelleted again. Cells were resuspended in cold 1%BSA 1× PBS at 1 million cells/mL and cytospun at 400 rpm (Low acceleration) for 5 min on SuperFrost slides (Thermo J1800AMNT). Slides were air dried and stored in 70° EtOH at 4 °C. Each spot was incubated at 37 °C for 3 h with hybridisation cocktail (10% Formamide, 2× SSC buffer, 1 µg/mL BSA, 1 µL of E.Coli RNAs at 1 µg/mL, 1 µL of Nanog probe at 20 pmol/µL). The slides were washed 3 times in 2× SSC 10% Formamide for 30 min at 37 °C and mounted in Vectashield medium with DAPI (Vector-abcys H-1200). Nanog pre-messenger probe was designed using Stellaris Probe Designer version 4.2 on Biosearch Technologies website with the maximum masking level (5) and was synthetised by the same company. Image stacks (0.5 μm gap) were acquired using a Nikon Eclipse X microscope equipped with: ×63 oil immersion objective (N.A1.4); LUMENCOR excitation diodes; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. The number of active transcription sites per cell was automatically counted with FISH-quant program^49^. We used ImageJ software to measure the intensity of the signal at active transcription sites. A line of 16 pixels, with constant orientation being kept over all images, was centred on each analysed spot. The function Analyse > Measure was used to get pixel intensities along the line. The intensity of each pixel was then normalised to the mean of the first and last pixel of each individual analysed spot. Spots were randomly selected until at least 40 had been quantified for each of the Nanog SunTag clones in both −Dox and +Dox conditions.

### RNA, protein and chromatin analyses

*Western Blot:* One million cells were lysed in 100 µL of Laemmli Sample Buffer (Biorad, 1610737) and 10 µL loaded in wells of 10X Mini Protean TGX gels 10 % (Biorad 456–1034). Migration was performed at 20 mA for 1h30 and transfer to nitrocellulose membranes (GE Healthcare RPN303D) was performed at 300 mA for 1 h at 4 °C. Ponceau (Sigma P7170–1L) staining was used to check loading homogeneity and a picture was taken with a ChemiDoc MP Imaging System (Biorad 1705062). Membrane was blocked in PBS-0.1% Tween20 (PBST) 5%BSA for 1 h at room temperature. Membrane was incubated with primary antibodies at 4 °C overnight in blocking buffer, washed 3 times for 5 min in PBST at room temperature and incubated in blocking buffer with secondary antibodies for 1ht at RT. Membranes were washed three times in PBST and revealed with Clarity Max Western ECL Substrate (Biorad 1705062). Chemoluminescence was imaged on a ChemiDoc MP Imaging System (Biorad 1705062). Membrane stripping was done with mild stripping buffer (water 0.15% glycine, 0.1% SDS, 0.1% Tween 20, adjusted to pH 2.2) for three washes of 5 min. Membrane was blocked again after stripping and processed as above. The antibodies used can be found in Supplementary Data 1; uncropped versions of the blot can be found in the Source Data (sheet 5).

*RNA extraction and Reverse Transcription:* Cells were lysed with 1 mL TRIzol (ThermoFisher) and RNAs extracted according to manufacturer’s protocol. To eliminate any genomic DNA contamination, this was followed by an additional DNAse I treatment (Qiagen 79254) for 20 min at 37 °C followed by phenol:chloroform purification. RNAs were resuspended in Ultrapure DNAse/Rnase Free Distilled Water (Thermo 10977035). Reverse Transcription was performed with 1 µg of total RNAs with random hexamers or specific primers for strand specific RT-qPCR (Supplementary Data 1; Roche 04379012001) following manufacturer’s protocol on a TM 100 Thermal Cycler (Biorad).

*Quantitative real-time PCR:* Real-time PCR reactions were performed in duplicates in 384-well plates with a LightCycler 480 (Roche) using 4.5 µL of LightCycler 480 SYBR Green I Master (Roche, 04707516001), 5 µL of sample and 0.25 µL of each primer at 20 µM in a final reaction volume of 10 µL. Standard and melting curves were generated to verify the amplification efficiency (>85%) and the production of single DNA species. PCR primer sequences are listed in Supplementary Data 1. The 2dCt method was used both for ChIP and RT-PCR analysis. For the former, all values were corrected to the input; for the latter, Tbp was used to normalise the data.

*Chromatin preparation:* Nanog SunTag cells (3.10^7^) used for H3K27me3 analysis, were resuspended in 3 ml PBS and crosslinked for 10 min at room temperature with 1% formaldehyde (Sigma F8775). Crosslinking was stopped with 0.125 M glycine for 5 min at room temperature. 44iN cells (3.10^7^) used for TF binding profiling were crosslinked in 3 ml of freshly prepared PBS-DSG 2 mM at pH 7.0 (Sigma, 80424–5 mg) for 50 min at room temperature with occasional shaking. After pelleting and washing in PBS, cells were incubated for 10 min in 3 ml PBS 1% formaldehyde (Sigma F8775), quenched with 0.125 M glycine. After fixation, cells were pelleted, washed twice with ice-cold PBS and resuspended in 6 ml of swelling buffer (25 mM Hepes pH 7.95, 10 mM KCl, 10 mM EDTA) freshly supplemented with 1X protease inhibitor cocktail (PIC-Roche, 04 693 116 001) and 0.5% NP-40. After 30 min on ice with occasional shaking, the suspension was centrifuged and resuspended in 450 μl of TSE150 (0.1% SDS, 1% Triton, 2 mM EDTA, 20 mM Tris-HCl pH8, 150 mM NaCl) buffer, freshly supplemented with 1X PIC. Samples were split in 3 (150 µL) and sonicated in 1.5 mL tubes (Diagenode) using a Bioruptor Pico (Diagenode) for 7 cycles divided into 30 s ON - 30 s OFF sub-cycles at maximum power, in circulating ice-cold water. After centrifugation (10 min, full speed, 4 °C), the supernatant was stored at −80 °C. Five microlitres was used to quantify the chromatin concentration and check DNA size (typically 200–500 bp).

*Chromatin immunoprecipitation (ChIP):* The chromatin was pre-cleared for 90 min on a rotating wheel at 4 °C in 300 μl of TSE150 containing 50 μl of pG Sepharose beads (Sigma, P3296–5 ML) 50% slurry, previously blocked with BSA (500 μg ml−1; Roche, 5931665103) and yeast tRNA (1 μg ml−1; Invitrogen, AM7119). Immunoprecipitations were performed overnight rotating on-wheel at 4 °C in 500 μl of TSE150. 20 µL was set apart for input DNA extraction and precipitation. 50 µL of blocked pG beads 50% slurry was added for 4 h rotating on-wheel at 4 °C. Beads were pelleted and washed for 5 min rotating on-wheel at 4 °C with 1 ml of buffer in the following order: 3 × TSE150, 1× TSE500 (as TSE150 but 500 mM NaCl), 1× washing buffer (10 mM Tris-HCl pH8, 0.25 M LiCl, 0.5% NP-40, 0.5% Na-deoxycholate, 1 mM EDTA), and 2× TE (10 mM Tris-HCl pH8, 1 mM EDTA). Elution was performed in 100 μl of elution buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8) for 15 min at 65 °C after vigorous vortexing. Eluates were collected after centrifugation and beads rinsed in 150 μl of TE-SDS 1%. After centrifugation, the supernatant was pooled with the corresponding first eluate. For both immunoprecipitated and input chromatin, the crosslinking was reversed overnight at 65 °C, followed by proteinase K treatment, phenol/chloroform extraction and ethanol precipitation. The antibodies and the amount of chromatin used for PCR or sequencing analyses is indicated in Supplementary Data 1.

*Chromatin accessibility (ATAC):* 50,000 viable cells were washed with cold 1× PBS, pelleted by centrifugation for 5 min at 500×*g* at 4 °C, resuspended in 50 μl of transposition reaction mix (25 μl of Tagmentation DNA buffer, 2.5 μl Tagment DNA enzyme (Illumina) and 22.5 μl nuclease-free H2O) and incubated for 30 min at 37 °C. DNA was purified with a MinElute PCR purification kit (Qiagen),

### Libraries preparation and sequencing

*RNA-seq:* We used 0.5 μg of total RNA to purify polyadenylated mRNAs and to build an RNA library, using TruSeq Stranded mRNA Sample Prep Kit (Illumina, #RS-122–9004DOC), as recommended by the manufacturer. Directional libraries were checked for concentration and quality on DNA chips with the Bioanalyser (Agilent). More precise and accurate quantification were performed with sensitive fluorescent-based quantitation assays (“Quant-It” assays kit and QuBit fluorometer, Invitrogen). Samples were normalised to 2 nM and multiplexed. After denaturation using 0.1 N NaOH (5′ at room temperature), the samples were diluted to 9 pM and loaded on the flowcell. Sequencing was performed on the HiSeq 2500 sequencer (Illumina) in 65 bases V4 single-end mode.

*ChIP-seq:* Immunoprecipitated DNA was end repair in a total volume of 50 µL (sample 37.5 µL, 10 mM dNTPs 2 µL, NEB T4 ligase buffer 5 µL, NEB T4 polymerase 2.5 µL, NEB Klenow polymerase 0.5 µL, NEB T4 PNK 2.5 µL) and incubated for 30 min at 20 °C. After DNA purification (see below), A-tailing was subsequently performed in a total volume of 25 µL (sample 20 µL, NEB Buffer 2 2.5 µL, 5 mM dATP 1 µL, NEB Klenow 3′-5′ exo minus 1.5 µL) at 37 °C for 30 min. Illumina TruSeq adapters were used for libraries indexing, ordered from IDT Company with 5′ phosphate modification. Illumina adapters’ compatibility was checked with the online tool checkmyindex (checkmyindex.pasteur.fr) for multiplexing. Truseq adapters were annealed with Illumina Universal adapter at 20 µM each in 1× NEB Buffer 2 on a TM 100 Thermal Cycler (Biorad). Adapters ligation was performed in a total volume of 25 µL (sample 19.25 µL, NEB 10× T4 ligase buffer 2.5 µL, 0.2 µM adapter 1.25 µL, NEB T4 ligase 2 µL) at 16 °C overnight. After DNA purification, DNA was amplified in a total volume of 50 µL (sample 19.5 µL, Pico green 1 µL—1:10 in water; Life Technologies P7589—, 25 µL of KAPA HiFi HOTSTART Ready mix—NC0295239—, PCR 1.0 10 µM 1 µL, PCR 2.0, 10 µM 1 µL) on a LightCycler 480 (Roche). PCR primers are listed in Supplementary Data 1. Any sample reaching an absolute fluorescence value of 6 was taken out from the plate at the end of the last extension. Any library requiring more than 16 cycles of amplification to reach this level was discarded and reprepared. DNA was finally purified and the concentration was measured with a Qubit 4 Fluorometer (Thermo Q33226). Libraries quality check and size estimation were then performed on an Agilent 2200 Tape Station with High Sensitivity D5000 ScreenTape (Agilent Technologies, 5067–5592) and High Sensitivity D1000 Reagents (Agilent Technologies, 5067–5585) using 1–2 ng of material. Libraries were subsequently adjusted to equimolar concentration of 2 nM according to fragments average size and concentration prior mixing them for subsequent sequencing on the HiSeq 2500 sequencer (Illumina) in 65 bases V4 single-end mode.

*ATAC-seq:* Libraries were prepared as described^50^ but replacing NEB Next High-Fidelity 2X PCR Master Mix, by KAPA HiFi HotStart (KapaBiosystems KM2602) for PCR amplification, after determining the number of cycles needed by qPCR. The concentration and quality of the libraries were assessed as described above. Libraries were sequenced on the HiSeq 2500 sequencer (Illumina) in 65 bases V4 paired-end mode.

*SPRI beads preparation and DNA purification:* SPRI beads for DNA purification were prepared as follows: 50% (w/v) PEG 8000 stock was prepared by progressively pouring nuclease-free water on 12.5 g of PEG 8000 (Promega V3011) until reaching a total volume of 25 mL. 1 mL of vigorously resuspended Sera-Mag Magnetic Speed beads (Ge Healthcare 65152105050250) were washed three times with washing buffer (10 mM Tris HCl pH 8, 1 mM EDTA, 0.05% Tween 20) by vortexing (15 s) and supernatant removal with a PureProteom Protein G Magnetic Bead System 11740343 (EMD Millipore). Then, incomplete storage buffer was prepared (25 mL NaCl 5 M, 6.25 mL Nuclease-free water, 0.5 mL Tris base 1 M, 0.5 mL Disodium EDTA 0.1 M) and 1 mL was used to resuspend the beads after last washing step by vortexing 15 s. Resuspended beads were added to the rest of the incomplete storage buffer and the mix was vortexed for 30 s. 17.5 mL of 50% (w/v) PEG 8000 stock was then slowly added to the mix. Finally, 250 µL of Tween 20 were added and the mix was slowly inverted until solution homogenised. Beads were further aliquoted in 2 mL Eppendorf tubes and kept at 4 °C. Optimal Beads:sample ratios for precise DNA size recovery were finally assessed using a 50 bp DNA step ladder (Sigma S7025–50UG) and an Agilent 2200 Tape Station using High Sensitivity D5000 ScreenTape (Agilent Technologies, 5067–5592) and High Sensitivity D1000 Reagents (Agilent Technologies, 5067–5585). DNA purification steps were performed in round bottom 96 well plates (Thermo 611U96) using an Agencourt SPRI Plate Super Magnet Plate (Beckman Coulter A32782) at room temperature. DNA sample and beads solution were mixed (0.8 to 2:1 ratio) in the P96 well and left for 5 min and washed twice with 200 µL 70% EtOH. DNase-free water was added to the beads for DNA elution, with successive rounds of pipetting. After 5 min, the samples were repositioned on the magnetic plate for 5 min and the supernatant was collected.

### Informatic analyses

*Data and availability:* A summary of data collected and sequenced for RNA-seq, ChIP-seq along with public data used to identify Nanog binding regions is available in Supplementary Data 2. All data collected is available from GEO (GSE118898). Briefly, for *Nanog* induction RNA-seq between 2–4 replicates were sequenced per condition; for 44iN ChIP-sequencing we collected two replicates per factor for plus and minus Dox, and correspondingly 2 replicates per +/− Dox for ATAC-seq. For H3K27me3 ChIP-seq we collected and sequenced 4 replicates per Lif/Dox condition, some of which were excluded due to quality issues (see Identification of H3K27me3 Domains). To identify Nanog binding regions we combined Nanog ChIP-seq from four independent studies: GSE56312^51^; GSE11724^52^; GSE44288^53^; GSE55404^54^. To compare to previously published Nanog targets, we used published microarray data^15,24^. Phf19 ChIP-seq data was obtained from GSE41589^48^.

*ChIP-seq Data Processing:* For all ChIP-seq samples (Nanog public datasets, 44iN+/−Dox, H3K27me3) reads were aligned with Bowtie2^55^ in the mm9 genome, with options “-k 10” for all samples and additionally “-I 0 -X 1000–no-discordant–no-mixed” for paired-end samples. Reads were additionally filtered for those with a single alignment (mapping quality: 255) and an edit distance less than 4 (mean edit distance for paired reads). For Nanog and 44iN datasets distinct reads aligning with identical coordinates were treated as duplicates and collapsed to one.

*RNA-seq Data Processing:* Stranded RNA-seq reads were aligned to the mm9 genome using STAR^56^ and quantified by RSEM^57^ using the RSEM-STAR pipeline, with additional options “–seed 1618–calc-pme–calc-ci–estimate-rspd–forward-prob 0.0”.

*ATAC-seq Data Processing:* Paired end 65 bp ATAC-seq reads were trimmed by aligning read pairs to discover regions of reverse complementarity surrounded by Nextera sequencing adapters. Similarly to ChIP-seq processing, reads were aligned to mm9 genome using Bowtie2^55^ with options “-k 10 -I 0 -X 1000–no-discordant–no-mixed”, and filtered for reads with a single alignment mean edit distance less than 4 between read pairs. Heatmaps and meta plots were generated by marking ATAC-seq cut sites, left-most and right-most coordinates of each read with shifted inwards by 4 bp, as recommended^50^, and base pair of the cut site and the two surrounding were marked. Total cut-site signal was normalised for sequencing depth and averaged over replicates.

*Identifying Nanog binding regions from Public datasets:* Six independent samples from four studies were combined, as specified above. Peaks were called against relevant inputs/controls for all samples using MACS2^58^ with “callpeak -q 0.2 -g mm”, with the exception of ref. ^54^ in which controls were unavailable, in this case MACS2 was run without controls and peaks are called against a local background model. Peaks intersecting with the mm9 blacklist (ENCODE Project Consortium 2012) were excluded along with those on chrM and chrY. This resulted in 69,088 and 25,047 peaks for ref. ^51^, 17,950 and 10,347 peaks for ref. ^52^, 31,062 peaks for ref. ^53^, and 27,888 peaks for ref. ^54^. Combined, this resulted in 85,697 candidate Nanog binding regions, which were further filtered to those occurring in at least two independent samples resulting in 39,164 peaks. Reflecting that these regions are representative of Nanog binding, we found the fraction of reads in these peaks to be high over all samples: 17.1%, 23.9%^51^; 16.6% and 16.6%^52^; 12.8%^53^; 25.8%^54^. Finally, to focus on those regions with clear Nanog binding we additionally filtered peaks to those with a minimum height (averaged over all samples) of 1 read per million resulting in 27,782 peaks.

*Clustering of 44iN ChIP-seq*: ChIP-seq signal for Esrrb, Oct4, Sox2 and Brg1 was quantified over 1 kb (+/− 500 bp) centred on Nanog peaks. Our objective was to identify the set of regions with strong co-binding between at least one of the factors and Nanog. Employing preliminary clustering on the sequencing depth normalised signals from the four factors, we found regions segregated into those displaying nanog co-binding and nanog solo behaviour. We found that a peak height threshold of ~30 reads normalised to the mean sequencing depth (~2.7 reads per million) for at least one factor in one condition captured the co-binding versus solo distinction. Applying this threshold resulted in 13,515 nanog solo regions, and 14,259 nanog co-binding regions which were subject to further comprehensive clustering. To identify patterns of co-binding that do not depend of differences between occupancy between factors or globally between sites (i.e., to group together Nanog sites which have the same binding pattern at potentially different occupancy levels), we normalise each factor to the same mean occupancy, and then normalise by the maximum peak height over all factors at each region. We apply k-means clustering on the combined normalised signal from+/− 250 bp surrounding the summit of each Nanog peak for each factor. Formally, if $$h_{ijk}^ +$$ is the normalised read depth in + Dox for factor *i* at region *j* at position *k*, and $$h_{ijk}^ -$$ correspondingly for −Dox, then the trace over the entire region of length is $$t_{ij}^ + = \left( {h_{ij1}^ + ,...,h_{ijm}^ + } \right)$$and similarly $$t_{ij}^ -$$ for −Dox. The combined trace is denoted $$t_{ij} = \left( {t_{ij}^ + ,t_{ij}^ - } \right)$$. We calculate a mean +Dox occupancy score for each factor: $$\sigma _i = \mathop {\sum }\limits_{j,k} h_{ijk}^ +$$, and then denote the normalised trace over *n* factors $$\tau _j = \left( {t_{1j}/\sigma _1,...,t_{nj}/\sigma _n} \right)$$, finally denoting its max-normalisation as $$\overline {\tau _j} = \tau _j/\mathop {{\max }}\limits_k \{ \tau _{jk}\}$$ .

We then apply a *k*-means clustering with a Euclidean distance metric on the $$\overline {\tau _j}$$. K-means clustering was applied using the Clustering package in Julia. We selected *k* to identify regions where the binding of factors is either dependent or independent of Nanog binding. We found *k* = 8 to provide a good balance between summarising broad Nanog dependence and identifying complex co-binding relationships: when evaluating the cluster assignments for *k* and (*k* + 1), in the range 2 ≤ *k* ≤ 20, we found that the Rand Index^59^, defined as the number of pairs of regions assigned to the equivalent cluster over the total numbers of pairs exceeded 0.9 for *k* ≥ 7. Importantly, only at *k* = 8 the Oct4 only dependent cluster which retains accessibility (Fig. 3) was resolved, and for *k* = 9 and *k* = 10 the overall cluster identity in terms of dominant factors and dependent versus independent assignments no longer changed.

*Identification of H3K27me3 Domains:* Candidate H3K27me3 domains were identified by MACS2^58^, run in broad peak mode with options “–broad -q 0.2-g mm” against relevant inputs. A high level on concordance in peaks between the samples was observed. We merged all peak regions within 3 kb, taking those present in at least 8 samples (i.e., all four replicates of at least two conditions), to focus on broad domains. This resulted in 6240 H3K27me3 domains. We noticed that certain replicates were outlying, and excluded those samples that had the maximum reads per peak over all replicates of a condition in at least 60% of the peaks. This excluded a sample from each of SunTag + LIF-Dox, SunTag, + LIF + Dox and SunTag −LIF+Dox. We considered a gene to be embedded within a H3K27me3 domain, if its loci intersected with the domain by at least 1 bp or if a domain lay within 4 kb of the TSS and that domain did not intersect with another gene.

*Clustering of H3K27me3:* To identity a broad set of H3K27 domains with a dynamic response to removal of LIF and Nanog induction, we clustered the total number of reads per peak max normalised over all SunTag conditions by k-means clustering with *k* = 3.

*RNA-seq Differential Expression Analysis in the presence of LIF:* RSEM estimated read counts per sample were rounded for use with DESeq2^60^. Genes with at least 10 normalised counts in all replicates of at least one condition were considered for differential expression analysis. For all differential expression tests DESeq2 was run without independent filtering and without any fold change shrinkage, genes with FDR < 0.05 are considered differentially expressed. For +LIF samples, Nanog responsive genes in SunTag were identified by a Wald Test with the formula ~Dox on SunTag samples, and correspondingly the same was applied to 44iN samples. Since the overlap between the two systems is good (3 × 3 contingency table accounting for up, down, and non-significantly regulated *χ*² = 2126.97, df = 4, *p* ≈ 0.0 and a large statistical effect Cramér’s V = 0.267), and non-significant genes in either SunTag or 44iN had the correct fold change when the gene was significantly misregulated in the other setup (Supplementary Fig. 2), we tested to find those genes consistently mis-regulated by induction of *Nanog* in SunTag or 44iN by a Likelihood ratio test. More specifically, we tested the alternative hypothesis ~Cell + Dox + Cell:Dox over the null model ~Cell, where Cell is a factor indicating SunTag or 44iN and Dox indicating Dox treatment. The likelihood ratio test identified 419 Nanog responsive genes (FDR < 0.05), including 152/164 genes identified by SunTag alone, and 115/141 genes identified by 44iN alone. To select a list of Nanog responsive genes in +Lif we required that a gene with differentially expression with FDR < 0.05 in any of SunTag alone, 44iN alone or the likelihood ratio test, resulting in 457 genes.

*RNA-seq Differential Expression Analysis in the absence of LIF:* For SunTag Nanog RNA-seq in+/− LIF and +/− Dox we opted for Wald tests on contrasts on the formula ~LIF + Dox + LIF:Dox. This allowed us to identify genes that responded to LIF or Dox in independent manner along with genes whose response to Dox was dependent on LIF. We tested three variables: LIF, Dox and the sum of Dox and LIF:Dox interaction term, resulting in a fold change due to the loss of LIF, a fold change due to the addition of Dox in +LIF and a fold change due to the addition of Dox in −LIF. Classifying genes as either activated, repressed or not significant for each variable results in the assignment of genes to one of 24 different patterns of response. We tested 15,301 genes and found 7999 genes (52.2%) had no significant change in expression in either +/− LIF or +/− Dox; 2790 (18.2%) and 2648 (17.3%) genes were activated and repressed upon loss of LIF with no Dox response; 684 (4.7%) genes were repressed on loss of LIF and activated by Nanog in -LIF; 528 (3.4%). The remaining ~5% of genes either had a Nanog response in +LIF only, or a Nanog response in -LIF in which the gene did not respond to the removal of LIF. To assess the potential Otx2-driven compensation of Nanog effects, we applied an identical analysis to Nanog alone, noting those cases in which a gene previously assigned as a Nanog target in -LIF, is now either not significant or is significant in the opposing direction. To detect those genes where Otx2 only partially compensates for Nanog rescue (i.e., expression is not returned to −LIF −Dox levels), we combined Nanog and Nanog/Otx2 SunTag samples and tested ~LIF + DoxGuide + LIF:DoxGuide, where DoxGuide is a factor representing +/− Dox and either Nanog alone or Nanog/Otx2 guides. We tested for the difference between the two guides in +Dox -LIF.

*Gene Peak Proximity Enrichments:* To determine whether a set of Nanog responsive genes were enriched in proximity to a set of Nanog peaks. We calculated the distance between the TSS of each gene that had been tested for differential expression and the set of Nanog peaks. We then performed Fisher exact tests between the genes in the responsive set to all expressed genes within *x*bp of a peak, for *x* in the range [1, 1e + 8] bp.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Source Data

## Data Availability

All genome-wide datasets are available through the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo), under the accession number GSE118898. The data underlying our ChIP-seq, ATAC and RNA-seq analyses, the raw data underlying graphs, and uncropped versions of blots are provided as Source Data. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. A reporting summary for this article is available as a Supplementary Information file.

# Supplementary material for: The molecular logic of Nanog-induced self-renewal in mouse embryonic stem cells
**Source:** Nat Commun. 2019 Mar 7;10:1109. doi: 10.1038/s41467-019-09041-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Primer and gRNA sequences as well as antibodies information.

File Name: Supplementary Data 2

Description: Global statistics of our sequencing data.

How the deposited data were processed for this re-analysis (not part of the article)

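RNA-seq of mouse ES cells was re-analysed from the tables that the authors deposited. The 35 libraries were those of Nanog SunTag cells and Nanog/Otx2 SunTag cells with or without LIF and Dox, of Nanog-null 44iN cells with Dox, 24 h after its removal and after long-term culture without it, and of wild-type Tg2a cells in serum and LIF. The 3 libraries of Tg2a cells in 2i were not analysed here, nor were ChIP-seq, ATAC-seq, qPCR, blots and colony assays. Gene Ontology enrichment was not computed, as no annotation of terms was at hand.

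The first table holds estimated counts, which the authors made by aligning stranded reads to mm9 with STAR, estimating the reads of each gene with RSEM and rounding to whole numbers. The second table holds a signal that the authors made by dividing these estimated counts by a DESeq2 size factor for each library, computed over all 35 libraries, and its values are called normalised counts here. Both tables list 37620 genes. The counts summed to between 6107512 and 92244655 per library, with a median of 29298745. They made up 48.2% to 86.6% of the reads that the paper's Supplementary Data 2 lists for the libraries. The lowest shares, 48.2% and 59.7%, were those of the Nanog SunTag libraries with LIF and Dox, against 66.8% to 77.0% with LIF and without Dox. All Nanog libraries lay between 48.2% and 78.8%, and the Nanog/Otx2 libraries between 71.0% and 86.6%. This share thus went with Dox in LIF and with the guide, and its effect was not tested. Standard errors and intervals cover the spread of these libraries and counting error only, and a group whose libraries all had at most 3 counts of a gene was given no fold. Pou3f1 is listed under a pair of identifiers at the same locus, and its reads may be split between them.

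Libraries were grouped by guide RNA, LIF, Dox and cell line. Genes with at least 10 normalised counts in every library of at least 1 condition of a model were tested, as in the paper's methods. Estimated counts were compared with edgeR (version 4.0.16 in R 4.3.3) by its quasi-likelihood test after TMM normalisation, and genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. The models were those of the paper's methods, apart from the long-term comparison. SunTag cells with LIF (5 libraries), 44iN cells (4 libraries) and long-term 44iN against Tg2a cells (5 libraries) were each fitted alone, and the first pair also jointly (9 libraries). The 11 Nanog libraries and the 15 Nanog/Otx2 libraries were each fitted with LIF, Dox and their interaction. All 26 SunTag libraries were fitted together for the differences between the guides. Standard errors of log2 fold changes were derived from these fits, as the absolute log2 fold change divided by the square root of the test's F value. Tables were handled in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The H3K27me3 flag was permuted 100000 times over the genes, or in every possible way where this is called exact.

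The genes named were fixed by a rule. They were all genes that the paper names for these experiments, Tfcp2l1, Klf5, Tet2, Sema6a and Fgf5, and for each comparison the 3 largest changes in each direction among called genes with a mean of at least 100 normalised counts in the higher group and no overlap between the groups. Not all of the genes that meet the rule are given in the text. Coordinates are those of mm9. Genes embedded in H3K27me3 and the paper's own log2 fold changes were read from the Source Data, of which 1971 genes could be read and 1946 carried the H3K27me3 flag.

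The alternatives were DESeq2 (version 1.42.0, Wald or likelihood ratio test without independent filtering), DESeq2's size factors in edgeR, no filter on low counts, edgeR's own filter, each replicate left out in turn where every group compared kept at least 2 libraries, and a replicate block. The block was the replicate number for 44iN cells, the clone for Nanog SunTag cells and the clone with its number for Nanog/Otx2 SunTag cells, as the names of the libraries give them. A correction for GC content and a block with the numbers of the table's columns were added after the data were seen.

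The tests were tested on simulated counts with the means and library sizes of the real libraries, in which 200 genes changed by a log2 fold change of 1. The simulated spread between replicates followed expression level alone. It had no differences between genes of like expression and no pairing of libraries. In the model of 44iN cells edgeR recovered 0.5% of these genes and made 1 call, in the 5 SunTag libraries 9.5%, in the joint model 27.5%, in the 11 Nanog libraries 53%, in the 15 Nanog/Otx2 libraries 94.5% and in all 26 SunTag libraries 84.5%. DESeq2 recovered 9.5%, 17.5%, 36%, 59.5%, 93.5% and 81%, and 17.4%, 16.7%, 16.3%, 15.6%, 11.4% and 10.5% of its calls were genes that had not been changed. For edgeR this share was between 0% and 6.9%. These shares come from 1 run per model, with 23 DESeq2 calls in the model of 44iN cells and 42 in that of SunTag cells. As the real spread differs from the simulated one, they do not give the share of false calls in the real data. A separate simulation of the 26 SunTag libraries added a GC trend to the counts of 14574 genes. There 200 genes changed by a log2 fold change larger than 1, up or down, and each gene had its own spread. In it edgeR called 187 of the changed and 5085 of the unchanged genes, and with the correction 179 and 11. These numbers cannot be set beside the recovery above.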

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

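The comparison of guide differences with and without Dox, the counts over other splits of the libraries, the fits with fewer libraries, the GC corrections, the tests of GC content and length without Dox, the change of scaling and the test of the guide-by-Dox interaction were chosen only after the results were seen.

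A library far from the others of its group was found for 2 of the 75 sets of values tested, where chance would give about 1 in 20, or 3.75. Sox3 had 17.81 normalised counts in replicate C2-2 of Nanog/Otx2 SunTag cells with LIF and Dox, and 37.6, 39.2 and 39.31 in the others. Klf5 had 1410 in replicate C1-1 of these cells without LIF in Dox, and 2115, 2040 and 2156 in the others. No technical or biological explanation was tested for either value.

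The response to Dox differed with LIF for 302 genes of the Nanog SunTag cells, by a test of the interaction in edgeR. Its effect followed transcript GC content, with a Spearman correlation of −0.308 across genes (−0.329 with the clone as a replicate block), so a GC-dependent difference between libraries may contribute. Over the genes with a known GC content 301 were called without and 523 with a correction for it, 289 of them in both, so that the result is not fully explained by GC content. DESeq2's size factors gave 297 genes, but they moved the median log2 fold change of the interaction only from 0.033 to 0.0068, so the scaling of the libraries was hardly tested. The interaction effects of 300 of these genes had a correlation of 0.915 with those in the separate Nanog/Otx2 libraries, 299 with the same sign and 238 past the threshold there. Genes are not independent replicates. GC content remains an explanation of part of the pattern, beside a response to Nanog that depends on LIF. The Nanog libraries with LIF and Dox also had the lowest shares of reads counted (48.2% and 59.7%), whose effect was not tested.

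Between the guides, the response to Dox without LIF differed for 5 genes, all higher in Nanog/Otx2 cells (Kif21a, Zfp36l3, Otx2, Psmb8 and Kcnj12, named after their values were seen), with log2 differences of 1.97, 2.78, 1.57, 3.16 and 2.58 and adjusted p-values of 0.00914, 0.00914, 0.00914, 0.0113 and 0.0391 in edgeR. The unadjusted p-value was under 0.05 for 923 genes, where chance would give 811. Otx2 is itself a target of the guides of these cells. The effect followed GC content with a Spearman correlation of 0.449, and over the genes with a known GC content 5 were called without and 7 with the correction, 5 of them in both, so that GC content does not fully explain the result.

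In Nanog/Otx2 SunTag cells with LIF, a comparison that the paper does not report, 3577 genes responded to Dox. Otx2 rose with a log2 fold change of 1.88 and Nanog with 1.19 (adjusted p = 7.83e-06 and 0.0196 in edgeR). In the Nanog SunTag cells 88 genes responded, and the difference between these responses was not tested. With 2 of the 4 libraries in Dox, as in the Nanog cells, 1437 to 3134 genes were called. With as many libraries in every group as in the model of the Nanog cells, 872 to 3267 genes were called over 96 fits, so the number of libraries did not account for all of the larger count. The spread between replicates was not matched. The effect followed GC content with a Spearman correlation of 0.205 (0.259 with clone and number as a replicate block), and over the genes with a known GC content 3644 were called without and 3820 with the correction, 3170 of them in both, so that GC content does not fully explain the count. Of the 8 splits that part as many same-numbered pairs, 1 gave as many genes, the real one, and the next gave 1. Among the splits that part fewer pairs, the one by clone gave 693 genes and a further pair of splits 679 and 101. With 8 splits the share cannot fall under 0.05, so this count alone does not set the response apart from a split by chance. Over all 35 splits, whichever pairs they part, only the real one gave as many genes. This share lies under 0.05, but it treats the libraries as exchangeable. Same-numbered ones correlated (mean r of 0.295), so the share does not decide the question. A response to Nanog and Otx2 with LIF is a hypothesis, and a part of it cannot be told apart from GC content.

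Without LIF or Dox, where neither guide is induced, 4123 genes differed between Nanog/Otx2 and Nanog SunTag cells, and 6642 did with Dox. These differences share no libraries and had a correlation of 0.798 across genes, and 3504 of the 3506 genes called in both had the same sign. With Dox the difference followed GC content (Spearman correlation of 0.653, and 0.655 with the clone as a replicate block) and transcript length (−0.257). Without Dox these correlations were 0.530 and −0.390 (0.531 and −0.387 with the block), so length remains an explanation beside GC content. Over the genes with a known GC content, the correction lowered the number from 6121 to 3628 with Dox and from 3685 to 3097 without it, with 2480 and 2095 genes called both before and after correction, so that GC content does not fully explain it. With the 7 libraries in Dox thinned to 21937288 counts each, 6393 genes were called (7709 with the block), and library size did not account for the number. With Dox, 1 of the 12 splits that part as many same-numbered pairs gave as many genes (next 3746), and without Dox 1 of 8 (next 1248), shares that cannot fall under 0.05 with so few splits. On this count alone a split by chance cannot be told apart, and the agreement between separate libraries with and without Dox speaks against it. The guides and the sets of libraries coincide, so a difference between the guides cannot be told apart from a difference between the sets. GC content is left as an explanation of part of the difference only. After the correction the Spearman correlation with GC content was 0.009 with Dox and −0.006 without it, and 3628 and 3097 genes were still called. Transcript length remains open beside it.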

How the results depend on the processing

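The corrections for GC content, the block with the numbers of the table's columns and the alternatives of the guide-by-Dox interaction were chosen after seeing the data. All other alternatives were set before the data were examined. Where a result changed, the cause was not tested.

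The numbers of LIF-responsive genes (6481 in Nanog and 7768 in Nanog/Otx2 SunTag cells) and the LIF effect in Dox relative to that without Dox (69.0%) stayed within 1.5 times of these values, or within the spread of the replicates for the last, under every alternative run. With a replicate left out they were 4894 to 7953, 6682 to 7777 and 63.0 to 70.9%. The median reversal stayed smaller for genes that rose than for genes that fell on LIF withdrawal, with a difference of −22.1 percentage points and −25.4 to −17.6 with a replicate left out.

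With DESeq2, the genes responding to Dox were 163 in SunTag cells with LIF and 141 in 44iN cells, where edgeR called 0 and 0 with 1137 and 1023 at an unadjusted p-value under 0.05. The joint test gave 410 in place of 48, the 3 tests together 447 in place of 48, the overlap 44 and the cell-by-Dox interaction 15 in place of 0 (514 at an unadjusted p-value under 0.05). DESeq2 called 1509 genes for Dox without LIF in place of 803, 877 for the LIF-by-Dox interaction in place of 302, 41 for the guide-by-Dox interaction in place of 5 and 14 for the clone-by-Dox interaction in place of 0 (832 at an unadjusted p-value under 0.05). The rescued share was 17.7% in place of 10.7%. In simulated counts edgeR recovered 0.5% of the changed genes in the model of 44iN cells and 9.5% in that of SunTag cells with LIF.

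Without a filter on low counts, the numbers were 84 in SunTag cells with LIF, 434 in 44iN cells, 615 in the joint test, 716 in the 3 tests together, 45 in the overlap, 111 for the cell-by-Dox and 280 for the clone-by-Dox interaction, and the correlation of the 2 systems was 0.282 in place of 0.804.

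With a replicate block, 1912 genes were called in 44iN cells (mean r of 0.559 between same-numbered libraries), 153 in the joint test, 1923 in the 3 tests together, and 2 for the cell-by-Dox interaction (Nanog and Gm12366, named after their values were seen). The correlation of the systems was 0.557. In Nanog cells (mean r of 0.208 without LIF) the block gave 1375 genes for Dox without LIF, 709 for the LIF-by-Dox interaction and a rescued share of 16.2%. With the numbers of the table's columns (mean r of 0.384 without LIF) these were 1044, 216 and 15.8%. In Nanog/Otx2 cells (mean r of 0.463 without and 0.295 with LIF) it gave 5215 genes for Dox without LIF in place of 2702 and 6401 with LIF in place of 3577, or 4690 and 5831 with the numbers of the table's columns. The block gave 8 genes for the guide-by-Dox and 7 for the clone-by-Dox interaction. No paired analysis was possible because the long-term 44iN and the Tg2a libraries are of different cell lines and share no pairing.

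With the filter, the model of 11 libraries gave 88 genes for Dox with LIF. Fitted alone, the 6 libraries without LIF gave 1951 genes for Dox. The rescued share was 9.36% when LIF-responsive genes were chosen in Nanog/Otx2 cells and 6.26% at an adjusted p-value under 0.01. The difference in reversal was −6.79 percentage points over all LIF-responsive genes, and −0.49 as a difference in absolute log2 fold change. In genes matched on their LIF response and expression, the difference in median log2 fold change between genes embedded in H3K27me3 and others was −0.15 in place of −0.32. Compensated shares were 14.0% of activated and 39.5% of repressed genes with the guide-by-Dox interaction in place of the guide difference, and 35.9% and 39.9% by the guide difference alone.

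The correction for GC content gave 523 genes for the LIF-by-Dox interaction, 14.4% rescued (11.7% over the genes with a known GC content without correction), 3628 genes for the guide difference with Dox in place of 6642, and 36.9% of activated and 45.2% of repressed genes compensated in place of 41.4% and 57.4%. Together with the replicate block it gave 2187 genes for Dox without LIF, 1250 for the LIF-by-Dox interaction, 23.3% rescued, 5841 and 6505 genes for Dox in Nanog/Otx2 cells without and with LIF, 16 for the guide-by-Dox interaction, and 38.6% of activated and 39.7% of repressed genes compensated.

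Across the fits that each left out a replicate, SunTag cells with LIF gave 0 to 1 genes (Gm7336 without C2-2, named after its value was seen), the joint test and the 3 tests together 10 to 60, the correlation of the systems 0.582 to 0.944, and the direction opposite to long-term Nanog loss 83.8 to 100%. Without LIF, Dox gave 277 to 1617 genes, the genes activated without LIF and not called with it were 230 to 975, the LIF-by-Dox interaction 81 to 481 and the rescued share 4.47 to 15.5%. Genes embedded in H3K27me3 were rescued more often by 0.840 to 12.2 percentage points, in place of 12.1. Nanog/Otx2 cells gave 1756 to 3007 genes for Dox without and 1962 to 4036 with LIF. The guide difference gave 5376 to 7560 genes with Dox and 2306 to 5299 without Dox, the guide-by-Dox interaction 0 to 8, and compensated shares were 37.8 to 47.1% of activated and 53.1 to 65.2% of repressed genes. No replicate could be left out of 44iN cells, of the clone-by-Dox comparison or of SunTag cells in LIF and Dox in their own model, where a group would keep 1 library. The comparison of 2i with serum was not run.

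Among the genes given under each alternative set before, log2 fold changes changed sign for Klf4 with Dox in LIF (0.022 with the replicate block, and 0.030 with a replicate left out, over a range of −0.094 to 0.048), for Pou5f1 with Dox without LIF (0.024, over −0.20 to 0.024) and for Id1 in the guide-by-Dox interaction (−0.033 nearest 0, over −0.15 to 0.81). With the numbers of the table's columns as the block, that of Tbx4 with Dox without LIF did (−0.019, from 0.021), Sox11 and Dppa2 with Dox without LIF were called (adjusted p = 0.0149 and 0.0219), and Pou5f1 on LIF withdrawal was not (adjusted p = 0.161). Other changes of single genes were 6 stronger under DESeq2, 1 stronger with its size factors, 1 weaker with edgeR's own filter, 2 stronger and 2 weaker without a filter, 5 stronger and 1 weaker with the block, and 4 stronger and 11 weaker with a replicate left out.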

Differences from the paper's values

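Values are from edgeR unless another setting is named, and a setting is said to close a gap when its value lies within 1.5 times of the paper's. The alternatives set before the data were examined were DESeq2, its size factors in edgeR, no filter on low counts, edgeR's own filter, the replicate block and each replicate left out, with others for single results.

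In SunTag cells with LIF, 0 genes responded to Dox (1137 at an unadjusted p-value under 0.05) against the paper's 163, and in 44iN cells 0 (1023) against the paper's 141. DESeq2 gave 163 and 141, and none of the others closed the gap, with 84 and 434 without a filter, 1912 with the block in 44iN cells and 88 for SunTag cells in the model of 11 libraries. The joint test called 48 genes against the paper's 419. DESeq2 (410) and no filter (615) closed this gap and the others, with 153 under the block, did not. The 3 tests together gave 48 genes, 42 higher and 6 lower, against the paper's 457, 285 and 172. DESeq2 closed all of these gaps (447, 284 and 163), no filter that of the lower genes (235), and the others none. Of the genes called in SunTag and in 44iN cells, 0 and 0 were in the joint test against the paper's 152 and 115. DESeq2 (149 and 118) closed both gaps, the block that of 44iN cells (142), and the others none.

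Without LIF, 562 genes were higher and 241 lower with Dox against the paper's 856 and 589. DESeq2 (878 and 631), the block (866 and 509) and leaving out replicate C1-1 of Nanog cells with LIF and without Dox (998 and 619) closed both gaps. No filter (622) and leaving out replicate C1-1 or C2-1 of Nanog cells with LIF and Dox (601 and 594) closed that of the higher genes, as did the 6 libraries without LIF fitted alone (1061, with 890 lower), and the others neither. Of the genes that rose on LIF withdrawal, 223 were rescued. The paper's sentence breaks off after 528 genes, which were taken here to be this class by inference. The rescued share was 10.7% against the paper's 20%. DESeq2 (562 and 17.7%), the block (470 and 16.2%) and leaving out the first of these replicates (526 and 15.5%) closed both gaps, and the others neither. The correction for GC content closed all 4 gaps (718 higher, 467 lower, 440 rescued of those that rose, and 14.4%). Together with the block it closed those of the higher genes (1190) and of the share (23.3%), and not those of the lower (997) and of the rescued genes that rose (885). The block with the numbers of the table's columns closed the gap of the higher genes (704) and of the share (15.8%), and not those of the lower (340) and of the rescued genes that rose (306). The correction and this last block were chosen after seeing the values.

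Of the genes activated by Nanog, 41.4% were compensated against the paper's 70%. Leaving out replicate C1-1 of Nanog cells with LIF and without Dox (47.1%) or replicate C1-2 of Nanog/Otx2 cells without LIF in Dox (46.9%) closed the gap, and the others did not, with 42% under DESeq2 and 44.9% with the block. The paper's text ranks activated above repressed genes in the share compensated. Here the repressed genes had the higher share, with 57.4% in edgeR, 63.5% in DESeq2 and 56.8% with the block. The gap was smaller by the guide difference alone (35.9% of activated and 39.9% of repressed genes), and with the correction for GC content without (36.9% and 45.2%) and with the block (38.6% and 39.7%), which was chosen after seeing the values. The bars are at about 40% for activated and about 60% for repressed genes in Fig. 5f, read by eye. In the readable part of the paper's Source Data, 33.0% of activated and 53.6% of repressed genes are compensated. The figure and these columns rank the groups as here, and against the paper's sentence, whose shares may be exchanged. The gap to 70% is thus a gap to that sentence and not to the paper's own data.

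The paper describes the rescue of genes repressed by Nanog as larger than that of genes it activates. Here the median part of the LIF effect that was reversed was 53.3% for repressed and 75.4% for activated genes. The paper describes the rescue of Esrrb and Klf4 without LIF as marginal, and their mRNAs and proteins as showing no apparent induction. The comparison made here covers mRNA only, and the paper's supplementary figure of these mRNAs was not seen. Here Esrrb rose from 676.2 to 6182 normalised counts with Dox, against 18449 in LIF, and Klf4 from 85.84 to 437.3, against 3967 (log2 fold changes with Dox of 3.23 and 2.39). For Otx2 and Sox11, which the paper lists as lowered by Nanog without LIF, the log2 fold changes of −0.76 and −1.08 had adjusted p-values of 0.0658 and 0.0534 in edgeR. DESeq2 (0.0104 and 0.00773) and the block (0.042 and 0.0082) called both, as did the 6 libraries without LIF fitted alone (0.0108 and 0.0478). DESeq2's size factors in edgeR called Sox11 (0.0467), as did the block with the numbers of the table's columns (0.0149, and 0.091 for Otx2) and the fit of only the genes with a known GC content (0.0487, and 0.0624 for Otx2). The correction for GC content called Otx2 without (0.0198) and with the block (0.00916) and not Sox11 (0.138 and 0.059). The block of the columns, the limit to these genes and the correction were chosen after seeing the values. Of the 11 fits that left out a replicate 3 called Otx2 and 2 called Sox11. Among rescued genes, the paper gives a higher magnitude to those embedded in H3K27me3. The median log2 fold change differed by −0.31 in edgeR (exact permutation p = 0.17) and by −0.41 in DESeq2 (p = 1e-05, the smallest that the permutations can give).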

Other observations

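The test of the share of opposing genes, the permutation test in matched genes and the counts over other splits of the libraries were chosen only after the results were seen. The choice of genes in Nanog/Otx2 cells and the matching of genes had been set before the data were examined.

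The libraries without LIF and Dox enter both the response to LIF withdrawal and the response to Dox, and their noise could make these oppose each other. With LIF-responsive genes chosen in the separate Nanog/Otx2 libraries, 98.7% of those called for Dox in Nanog cells opposed the response to LIF withdrawal, and 98.4% did with genes chosen in Nanog cells. This noise did not account for the direction of the rescue.

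Genes embedded in H3K27me3 rose more on LIF withdrawal, which could make them more often rescued. In 97 pairs of embedded and other genes matched on this change and on mean expression, 10.3% and 1.03% were rescued. The difference of 9.28 percentage points lay outside the middle 95% of 10000 permutations of the paper's flag (−7.22 to 7.22). Without matching, the difference ranged from 0.840 to 12.2 percentage points with a replicate left out. Genes are not independent replicates.

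For genes chosen in Nanog cells, the median effect of Dox without LIF in Nanog/Otx2 cells was 75.1% for 470 activated and 58.1% for 222 repressed genes, as a percentage of that in Nanog cells. For genes chosen in Nanog/Otx2 cells, the effect in Nanog cells was 105% for 1109 activated and 111% for 628 repressed genes, as a percentage of that in Nanog/Otx2 cells, a difference of 6.35 percentage points for repressed against activated genes, where the first choice gave −17 on the reverse ratio. Under both choices the median effect of the repressed genes was relatively smaller in Nanog/Otx2 cells. No interval was computed, so whether the choice of genes accounts for the direction was not decided. The choice may account for part of the size. That Otx2 weakens repression by Nanog more than activation is a hypothesis, and it cannot be told apart from the difference between the sets of libraries that follows GC content.

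Other splits of the libraries of each comparison were tested in the same way. For Dox without LIF in Nanog cells, 1 of 6 splits that part as many same-numbered pairs gave as many genes (next 1), and for LIF withdrawal 1 of 4 (next 0). In Nanog/Otx2 cells it was 1 of 8 for LIF withdrawal, which called 7768 genes (next 4256), and 1 of 8 for Dox without LIF (next 0). In the last comparison the split by clone, which parts no pair, gave 1872 genes against 2702. With so few splits none of these shares can fall under 0.05 whatever the data. On these shares alone the responses cannot be told apart from a split by chance. Over all 35 splits of the Nanog/Otx2 libraries, whichever pairs they part, only the real one gave as many genes in each comparison. This share lies under 0.05, but it treats the libraries as exchangeable. Same-numbered ones correlated, with a mean r of 0.463 for Dox without LIF and 0.215 for LIF withdrawal, so the share does not decide the question. In Nanog cells 10 splits are too few for a share under 0.05. For LIF withdrawal there, the real split called 6481 genes and 9 splits called no gene. Of 793 genes called for Dox without LIF in Nanog cells, 779 changed in the same direction in the separate Nanog/Otx2 libraries.

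In Nanog/Otx2 cells without LIF, 0 genes differed between the clones in their response to Dox in edgeR, with 832 at an unadjusted p-value under 0.05 where chance would give 793. The response to Dox differed with LIF for 1514 genes in these cells.

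Log2 fold changes of the genes that could be read in the paper's Source Data had correlations across genes that round to 0.995 or more with those from DESeq2 and to 0.992 or more with those from edgeR. In the paper's own columns, 32 of 97 activated (33%) and 37 of 69 repressed genes (53.6%) of the readable part are compensated.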
